# Overlapping DNA Methylation Dynamics in Mouse Intestinal Cell Differentiation and Early Stages of Malignant Progression

**DOI:** 10.1371/journal.pone.0123263

**Published:** 2015-05-01

**Authors:** Marta Forn, Anna Díez-Villanueva, Anna Merlos-Suárez, Mar Muñoz, Sergi Lois, Elvira Carriò, Mireia Jordà, Anna Bigas, Eduard Batlle, Miguel A. Peinado

## Abstract

Mouse models of intestinal crypt cell differentiation and tumorigenesis have been used to characterize the molecular mechanisms underlying both processes. DNA methylation is a key epigenetic mark and plays an important role in cell identity and differentiation programs and cancer. To get insights into the dynamics of cell differentiation and malignant transformation we have compared the DNA methylation profiles along the mouse small intestine crypt and early stages of tumorigenesis. Genome-scale analysis of DNA methylation together with microarray gene expression have been applied to compare intestinal crypt stem cells (*EphB2^high^*), differentiated cells (*EphB2^negative^*), *Apc^Min/+^* adenomas and the corresponding non-tumor adjacent tissue, together with small and large intestine samples and the colon cancer cell line CT26. Compared with late stages, small intestine crypt differentiation and early stages of tumorigenesis display few and relatively small changes in DNA methylation. Hypermethylated loci are largely shared by the two processes and affect the proximities of promoter and enhancer regions, with enrichment in genes associated with the intestinal stem cell signature and the PRC2 complex. The hypermethylation is progressive, with minute levels in differentiated cells, as compared with intestinal stem cells, and reaching full methylation in advanced stages. Hypomethylation shows different signatures in differentiation and cancer and is already present in the non-tumor tissue adjacent to the adenomas in *Apc^Min/+^* mice, but at lower levels than advanced cancers. This study provides a reference framework to decipher the mechanisms driving mouse intestinal tumorigenesis and also the human counterpart.

## Introduction

The intestine is a fascinating organ exposed to very dynamic environmental factors including food, toxins and a complex microbiota. A powerful immunological system developed during breastfeeding and weaning provides protection against a wide variety of harmful agents [1]. Nevertheless, the maintenance of a life-long functionality (basically the capability to absorb nutrients) and resisting the multiple hazards is accomplished through an intensive regeneration of intestinal mucosa [1]. Deregulation of cell proliferation and differentiation processes may lead to malignant transformation and propagation of intestinal cancer stem cells [2]. In the mouse, the intestinal epithelial layer has a turnover of 5 days and is folded forming the crypts [3]. Two distinct pools of Intestinal Stem Cells (ISCs) coexist in the crypt bottom: the quiescent ISCs at +4 position (Paneth cells precursors and crypt restorers after injury) and the rapidly cycling crypt-based columnar cells, which are responsible for crypt homeostasis [4]. The cellular differentiation occurs along the crypt axis and the terminally differentiated cells of the small intestine migrate towards the tips of villi (protrusions into the small intestine lumen). Important methodological advances have been made in crypt’s cells isolation and propagation [3,5,6] allowing the characterization of the expression signatures of the different cellular fractions [2,7,8,9,10,11,12,13,14].

DNA methylation is the main epigenetic modification of DNA and, together with other epigenetic marks, regulates cellular homeostasis. In mammalian cells DNA methylation mostly occurs at the 5’-position of cytosine within the CpG dinucleotide, which is not equally distributed along the genome, clustering in regions called CpG islands [15]. DNA methylation profiles show important differences among tissues [16] and several studies have reported a role for DNA methylation in cellular differentiation [17,18,19,20,21,22], including the intestine [23]. Pioneering investigations proposed a crypt niche model based on DNA methylation profiles [24] and, more recently, Kaaij et al [25] have shown an impact of transcription factor binding on shaping the DNA methylation landscape during differentiation of stem cells *in vivo*. Moreover, Sheaffer et al have demonstrated that dynamic DNA methylation at enhancers is required for stem cell differentiation in the small intestine [23].

The disruption of the epigenetic landscape is considered to be a common hallmark of many widespread diseases including cancer [26]. While tumor progression is characterized by global DNA hypomethylation [27] and hypermethylation of selected CpG islands (reviewed in [28,29]), most tissue specific DNA methylation changes occur in the lower CpG density regions that lie in close proximity of CpG island, known as CpG island shores [30]. It is well known that intestinal stem cell dynamics and premalignant disease is accompanied by DNA methylation changes [31], but it is yet unclear how the epigenetic control of cell differentiation is overridden in early stages of cell transformation [32].

Besides genome-wide DNA methylation profiles have been investigated in murine intestinal cell differentiation [23,25] and mouse intestinal adenomas [33], no study to date has addressed the concurrent and comparative analysis of both processes. We aim to identify the epigenetic determinants that set either the normal program of differentiation or the aberrant and progressive reprogramming into malignant cells. We have analyzed the DNA methylation profiles along the mouse small intestine crypt and early stages of tumorigenesis (*Apc* ^*Min/+*^ mice adenomas) using a sensitive and feasible genome-wide approach. Gene expression analyses were performed to determine the impact of DNA methylation in transcriptional regulation and the cellular expression signature.

## Materials and Methods

### Tissues and cell lines: ethical statement

All mice used were in a C57BL/6J background housed in centralized accredited research animal facilities, staffed with trained husbandry, technical, and veterinary personnel. Animal care, monitoring, and sacrifice were conducted in accordance with protocols approved by the Animal Care and Use Committees of the Barcelona Science Park (PCB) and the Barcelona Biomedical Research Park (PRBB), and the Ethical Committee for Animal Experimentation of the Government of Catalonia. Food and water were provided to the mice *ad libitum*. Ten adult wild type animals (>8 weeks old) were euthanized in a chamber with a saturated CO_2_ atmosphere. Intestines were extracted and cellular fractions from small intestine were obtained by purification of intestinal crypt cell based on the *EphB2* surface levels as described [7]. Four *Apc* ^*Min/+*^ mice were also used for this study. The general condition of *Apc* ^*Min/+*^ mice was monitored daily using animal fitness and weight controls throughout the experiment. When animal suffering was detected, they were administering with analgesics (Buprenorphine in a dose of 0.05–0.1 mg/kg of weight). When deteriorating clinical alterations were observed mice were euthanized in a chamber with a saturated CO_2_ atmosphere. Adenomas and normal colon tissue were obtained from *Apc* ^*Min/+*^ mice as previously described [34]. Mouse colon carcinoma cell line CT26 was obtained from the American Type Culture Collection (ATCC).

### Experimental design

Two experimental settings were designed for analysis of DNA methylation profiles (Fig 1). The first setting allowed the comparison of *EphB2* ^*high*^ small intestine stem cells (ISC) with the *EphB2* ^*negative*^ counterpart (differentiated cells) and adenomas and their adjacent non-tumor tissue from *Apc* ^*Min/+*^ mice. Intestinal crypts were sorted into four populations of cells representing different levels of differentiation based on the presence of *EphB2* (*EphB2* ^*high*^, *EphB2* ^*medium*^, *EphB2* ^*low*^ and *EphB2* ^*negative*^). The ISC gene expression signature [7] was analyzed to confirm the profile of the fractions and only the extreme fractions (*EphB2* ^*high*^, and *EphB2* ^*negative*^) were included in the study to avoid overlap among differentiation stages. In a second setting, we compared colon and small intestine mucosa from healthy mice and the CT26 cell line. All samples were analyzed by AIMS-Seq in duplicate. Validation of the DNA methylation and gene expression results were performed in additional samples obtained using the same procedures. The list of samples analyzed in this study and the molecular studies performed in each one are summarized in Table A in S1 File.

**Fig 1:**
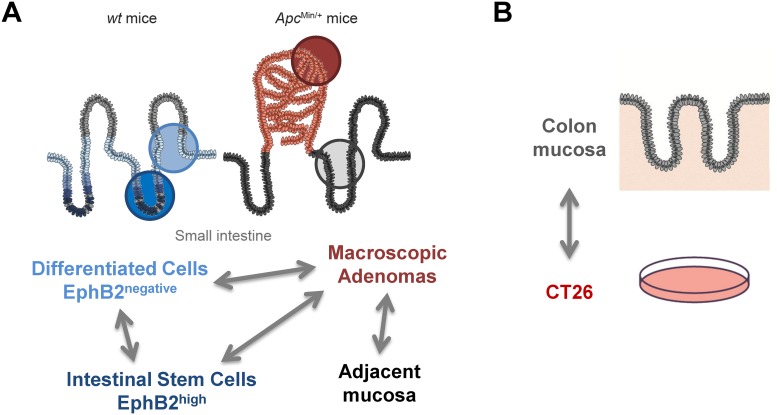
Simplified scheme of the experimental design to identify differential DNA methylation in intestinal cell differentiation and cancer. Setting **A** examines changes related with cell differentiation processes and early stages of intestinal cancer. Setting **B** allows the identification of differences between the large intestine and the CT26 colon cancer cell line representing advanced stages of cancer progression. Illustration of the intestinal epithelium is based on schemes published in reference [82].

### AIMS-Seq

To compare the DNA methylation profiles at the genome scale we have applied next generation sequencing to the products of the Amplification of InterMethylated Sites technique (AIMS-Seq) (S1 Fig). AIMS allows the identification of differentially methylated DNA fragments flanked by two *XmaI* sites (CCCGGG) when two or more samples are compared [35]. AIMS principles and protocol have been described in detail elsewhere [35,36]. Briefly, genomic DNA (obtained by conventional phenol–chloroform extraction) was digested using the methylation-sensitive enzyme *Sma*I (Roche Diagnostics, GmbH, Mannheim, Germany) during 16h at 25°C, which generates blunt ends in the unmethylated sites. A second digestion with the methylation-insensitive isoschizomer *Xma*I (New England Biolabs, Boston, MA) was performed (6h at 37°C) generating cohesive ends in the methylated targets. The fragments flanked by cohesive ends (methylated) were selectively ligated to specific adaptors (5’CCGGTCAGAGCTTTGCGAAT and 5’CCGAATTCGCAAAGCTCTGA) using T4 DNA ligase (New England Biolabs, Boston, MA). Products were purified with Illustra DNA and Gel Band Purification Kit (GE Healthcare, Piscataway, NJ, USA). Fragments flanked by the adaptor were amplified by PCR with primer (ATTCGCAAAGCTCTGACCGGG). PCR product was purified with the JETQUICK PCR Spin Kit (Genomed, St. Louis, MO, USA), sheared with Covaris S2 system and the library was clustered and sequenced in Illumina GA2 devices. Reads (36 nucleotides long) were mapped with Bowtie [37] against the mouse genome build NCBI37/mm9. Only reads mapping uniquely inside virtual amplicons of the AIMS universe were taken into account for analysis of differential display. The AIMS virtual universe includes all the mouse genome fragments flanked by two XmaI sites and with a length range between 20 and 2000 bp. A total of 50,745 virtual amplicons were considered (Table B in S1 File). The number of reads mapping inside each amplicon represent an arbitrary indicator of methylation level of the affected XmaI sites. By comparing the number of reads mapped to a given amplicon in two different samples, it is possible to detect differential methylation: the sample with a higher number of reads will be more methylated in a given region. Total-sum scaling normalization was applied considering the number of reads mapping inside virtual amplicons (Table C in S1 File). Reproducibility assays were performed to test the variability of the technique. Due to limited availability of cells, AIMS-Seq was performed with 300 ng of genomic DNA for of intestinal crypt fractions and adenomas. Normal tissues, adenomas and cell lines were analyzed using 1000 ng of DNA. Results generated with different amounts of genomic DNA were not comparable due to the differential display of a large number of amplicons (data not shown).

Differentially methylated regions (DMRs) were revealed as differentially represented amplicons determined using the DESeq R package [38], considering significantly different those amplicons that had a log2 fold change value ≥3 and adjusted p-value ≤0.01. Differentially methylated domains (DMD) were identified using the circular binary segmentation method developed to analyze DNA copy number data [39]. Only genomic regions >50 kb and encompassing a minimum of five AIMS-Seq amplicons were considered. AIMS-Seq amplicons located in X and Y chromosomes were excluded in the global quantification of DMRs.

### Bisulfite treatment

Bisulfite treatment was performed using the EZ DNA methylation kitTM (Zymo Research). Specific genomic regions were amplified by nested PCR (primers are listed in Table D in S1 File) and the purified product was sequenced with the BigDye Terminator v3.1 Cycle Sequencing Kit (Applied Biosystems, Foster City, CA, USA).

### Gene expression

RNA was extracted with RNeasy Mini or RNeasy Micro Kit (Qiagen), according to manufacturer’s instructions and including the DNase digestion step. Labeled RNA was hybridized following one color protocol into SurePrint G3 Mouse 8x60K Agilent arrays. Data analysis was performed using the TMEV software applying Limma statistics (two class analysis) [40]. Gene expression differences with log2 fold change ≥1.2 and with a FDR ≤0.01 were considered significant.

### Genomic annotation and functional analysis

AIMS-Seq amplicons were annotated according to the overlap of the two flanking XmaI with selected genomic elements in the NCBI37/mm9 assembly. Genomic elements were downloaded from the mm9 annotation database at the UCSC browser (http://hgdownload.soe.ucsc.edu/goldenPath/mm9/database/).

Genes exhibiting changes at either DNA methylation or expression were analyzed for functional enrichment using the Functional Annotation Chart from DAVID Bioinformatics Resources 6.7 (http://david.abcc.ncifcrf.gov/) and taking into account the Gene Ontology classification (GO FAT category) and KEGG pathway [41]. FDR ≤0.05 was considered significant.

## Results

### Genome-wide analysis of DNA methylation by AIMS-Seq

AIMS-Seq generated an average of 14 million of reads uniquely mapped in the mouse genome (Table C in S1 File). Technical replicates were performed in samples pooled from several animals (intestinal crypts cell fractions) and biological replicates in tissues and cell lines (Table A in S1 File). Taking into account PCR limitations, only reads mapping inside canonical amplicons (ranging in size from 20 to 2,000 bp) were considered (S1B Fig). Noteworthy, 92–98% of all reads mapping unambiguously were located inside the AIMS-Seq virtual universe (Table C in S1 File).

AIMS-Seq offers a broad representativeness of most types of genetic elements, although the amplicons are not evenly distributed among them (Table B in S1 File). Therefore we analyzed the genomic features of regions represented in the AIMS-Seq virtual universe against the whole genome (Table B in S1 File). The adscription of the functional and structural features was based on the location of the XmaI sites flanking each amplicon. As compared with the relative contribution of the different genetic elements to the mouse genome (Fig 2A), AIMS-Seq amplicons are especially enriched in CpG islands, exons and 5’UTR and depleted in non-coding RNAs and SINEs (Fig 2B and Table B In S1 File). It is of note that a large proportion of CpG islands and the neighboring regions (CpG island shores) are represented in AIMS-Seq (Fig 2C). Indeed, the density of amplicons within 1kb from transcription start sites is also very high (Fig 2D). A comparison with data generated by WGBS in a similar setting [25] revealed that AIMS-Seq amplicons represented with a high number of reads tend to be flanked by methylated CpGs, while fully unmethylated CpGs are poorly amplified (Fig 2E).

**Fig 2:**
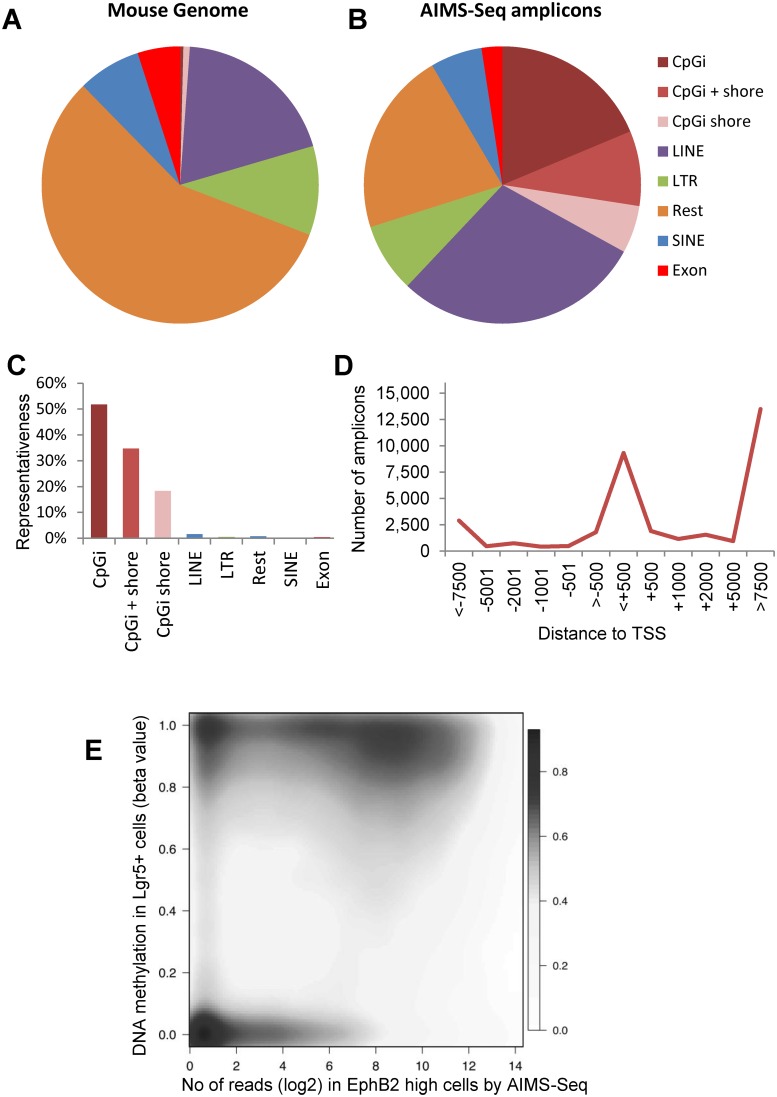
Genomic representativeness of AIMS-Seq. **A**, Mouse genome composition according to the different genetic elements considered. **B**, Relative distribution of AIMS-Seq amplicons in the mouse genome. **C**, Coverage of genetic elements by AIMS-Seq amplicons. **D**, Distribution of AIMS-Seq amplicons regarding its distance to the transcription start site (TSS) of the closest gene. **E**, Density distribution of AIMS-Seq amplicons according to the number of reads detected in ISCs compared with the beta values of the amplicon flanking CpGs determined in Lgr5+ cells analyzed by WGBS (data from reference [25]).

### Differential DNA methylation along intestinal cell differentiation and tumor progression

The number of reads assigned to each canonical amplicon was normalized according to the total number of reads mapping unambiguously in the mouse genome (Table C in S1 File) and used as an index of DNA methylation for sample comparisons. Differentially methylated regions (DMRs) in cell differentiation along the small intestine crypt and early states of tumorigenesis were determined using the DESeq package (see Material and methods).

Validation studies by direct bisulfite sequencing were applied to a subset of the DMRs detected by AIMS-Seq. Illustrative examples are shown in Fig 3 and S2 Fig. It is of note that most differences detected by AIMS-Seq in the cell differentiation process corresponded to moderate changes in the levels of DNA methylation. In some cases, the methylation change only affected part of the amplicon. This may be the case of *XmaI* sites located in the boundaries of certain genomic elements as CpG islands or CpG island shores.

**Fig 3:**
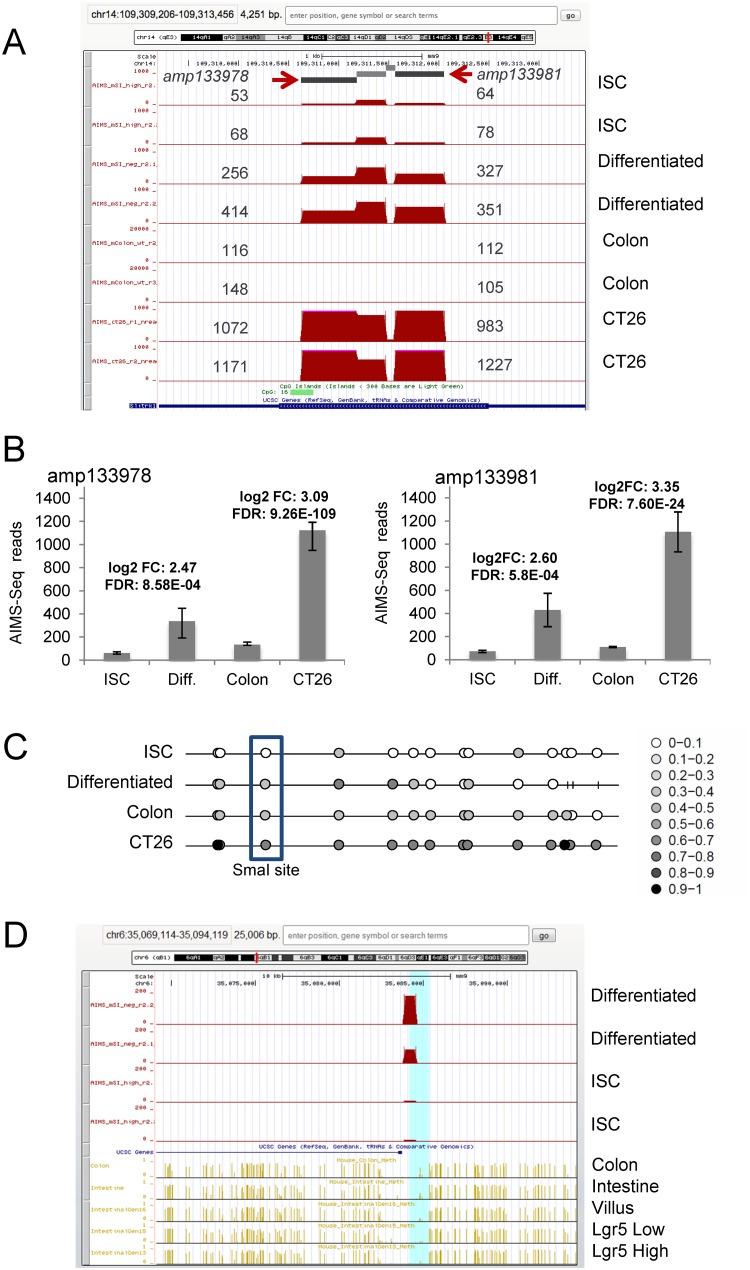
AIMS-Seq analysis. **A**, Distribution of normalized reads obtained by AIMS-Seq in the genomic region neighboring the Slitrk1 gene. Amplicons amp133978 and amp133981 are indicated by arrows and the number of reads mapped in each one is shown next to the peak in four types of cells (ISC, differentiated, colon and CT26 cells) analyzed in duplicate. **B**, Both amplicons showed statistically significant differences according to the defined criteria (see Material and methods) in the comparison ISC vs. Differentiated cells and normal colon vs. CT26 cells. The logarithm of the fold change (log2FC) and the false discovery rate (FDR) are indicated for two comparisons between samples. **C**, Methylation profile of CpGs surrounding the XmaI site of amp133978 in four samples. The profile was represented using the Methylation plotter tool [83] and the methylation level of each CpG (beta value) is represented by a grey scale lollipop from white (unmethylated) to black (fully methylated) according to the scale. Sticks represent CpGs not determined. The CpG corresponding to the 3’ *Xma*I site is boxed. **D**, Comparison of the differential methylation detected by AIMS-Seq in ISC and differentiated cells with data generated by WGBS in related samples. Note the progressive increase of methylation from intestinal stem cells (Lgr5+) to more differentiated states. WGBS data were obtained from references [25,42].

At the global level, only 1.6% of AIMS-Seq amplicons displayed changes in small intestine differentiated cells versus intestinal stem cells, with an overwhelming prevalence of hypermethylations (n = 831) versus hypomethylations (n = 5) (Table 1 and Fig 4). In adenomas, 2.7% of amplicons were found differentially methylated when compared with intestinal stem cells. Interestingly, hypermethylations represented the most abundant changes in adenomas and a large proportion of them were shared with differentiated cells (Table 1). About 2/3 of the hypermethylations within 2kb of the TSS were shared by differentiated cells and adenomas (S3 Fig), which indicates they are not specific of the transformation process. This hypothesis is also supported by the lower overlap (about 1/5) with the hypermethylations detected in CT26 cells. Nevertheless, it remains to be elucidated whether they are required for cell transformation. Alternatively, hypomethylations in adenomas versus ISCs were observed to a lesser extent than hypermethylations (Fig 4); and unlike hypermethylations, they appeared to be specific of the tumor process, because they were absent in the cell differentiation process. When compared with differentiated cells (from healthy animals) and adjacent tissue (from *Apc* ^*Min/+*^ mice), adenomas showed a low number of DMRs with opposite trends: prevalence of hypomethylations respect normal differentiated cells but hypermethylations versus the adjacent tissue (Table 1).

**Fig 4:**
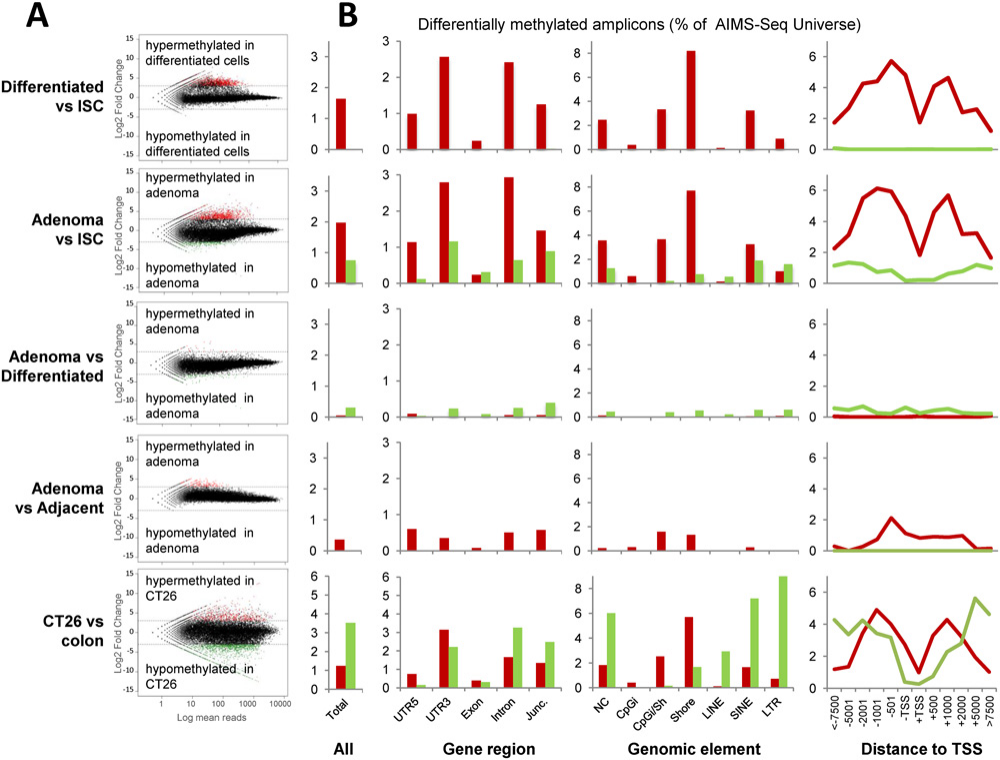
Distribution of differentially methylated AIMS-Seq amplicons. **A**, The results of five different comparisons (as illustrated in Fig 1) are distributed in rows. MA plots show the log2 ratio of the number of normalized reads per amplicon in the indicated comparisons. **B**, Relative distribution (% of the AIMS-Seq virtual universe) of hypermethylations (red) and hypomethylations according to different genomic features regarding gene context (UTR, exons, introns, junction exons/introns), genome element (CpG island, CpG island shore, LINE, SINE, LTR and non classified elements) and distance to transcription start site (TSS).

**Table 1:** Differentially methylated regions (DMR) as determined by AIMS-Seq during intestinal cell differentiation and transformation.

	Hypermethylated		Hypomethylated	
Comparison	no of amplicons	% of AIMS-Seq	no of amplicons	% of AIMS-Seq
Differentiated *vs*. ISC	831	1.64	5	0.01
Adenomas *vs*. ISC	993	1.95	297	0.58
Adenomas *vs*. differentiated	15	0.03	96	0.19
Adenoma vs. Adjacent	178	0.35	0	0.00
CT26 vs. colon	628	1.24	1,655	3.26

Finally, the colon carcinoma cell line CT26, representing an advanced stage of the tumor process, presented alterations in 4.5% of amplicons with a predominance of hypomethylations (Table 1 and Fig 4).

### Genetic features of differentially methylated loci

Regarding the genomic distribution of DMRs, the proportion of both hypermethylations and hypomethylations in different genetic elements was quite different depending on the comparisons considered (Fig 4 and S2 Fig). Results are summarized in Tables E to I in S1 File and the lists of DMRs together with the most relevant biological information are reported in Tables J thru R in S1 File.

Gains of methylation, as the most prominent trend in intestinal cell differentiation, affected 3’UTRs, introns, CpG island shores, non coding RNAs and frequently occurred in the proximities of TSSs but excluding the TSS itself (Fig 4). Hypomethylations affected all genomic elements with no specific enrichment (Fig 4). Moreover, hypermethylations exhibited by the adenomas affected CpG island shores and 5’UTRs of genes.

CT26 cells, representing advanced stages of carcinogenesis, show a higher number of DNA methylation changes in which hypermethylations follow genomic profiles (3’UTRs, lincRNAs and CpG island shores) similar to cell differentiation and early cell transformation processes, whereas hypomethylations show a broader genomic impact, being more prominent in gene desert regions and repetitive sequences (Fig 4 and Tables E thru I in S1 File).

### Functional impact of differentially methylated genes during intestinal differentiation and cancer

To gain insights into the biological implications of DNA methylation changes we analyzed functional enrichment of genes with DMRs within 2Kb of the TSS (Tables J-R in S1 File). Hypomethylations were not enriched in any specific functional category in any of the comparisons performed. On the other hand, developmental and regulatory processes were enriched in the hypermethylated compartment of differentiated cells and adenomas as compared with ISCs (Table S in S1 File). Interestingly, in addition to these categories, CT26 cells also exhibited significant enrichment of hypermethylation in genes related with cell migration and adhesion (Table S in S1 File), which are critical to convey invasive features to malignant cells.

Genome-wide analysis of DNA methylation in multiple mouse tissues has shown that most tissue specific DMRs occur at distal *cis*-regulatory elements [42]. Therefore we analyzed the distribution of DMRs detected by AIMS-Seq in regard to the localization of predicted enhancers as reported in adult mouse intestine [42]. Interestingly, both cell differentiation and malignant transformation showed enrichment of hypermethylations in the vicinity or overlapping with predicted enhancers, whereas hypomethylations only affected enhancer regions during the differentiation process (S4 Fig).

### Chromosomal domains with coordinated differential methylation during intestinal cell differentiation and cancer

To determine the occurrence of regional changes in the DNA methylation profiles during the cell differentiation and transformation processes, we compared the differential representation of AIMS-Seq reads along the mouse genome by applying CGH-like analysis (see Material and methods). Twenty-two differentially methylated domains (DMD) were identified among all comparisons performed (Permutation test with 100 permutations, p-value = 0.01). Only regions represented by 5 or more AIMS-Seq amplicons and affecting >50 Kb were considered (Table T in S1 File). Four of these regions were reproduced in more than one comparison. Interestingly, differentiated cells exhibited 8 DMDs ranging from 80 Kb to 2.58 Mb in length, all of them hypermethylated when compared with ISCs. A 67 Kb region in chromosome 13 including *Tmem181b-ps* and Gm2792 pseudogenes was hypomethylated in adenomas (in comparison with differentiated and ISC), but hypermethylated in CT26. The large 2.58 Mb region hypermethylated in differentiated cells as compared with ISC included a subregion of 882 Kb that was also hypermethylated in adenomas (Fig 5). This region contains 109 genes, including two gene families: there are two clusters of histone coding genes at the 5’ and 3’ ends, while in the middle there is a vomeronasal type-1 receptor family cluster (Table T in S1 File). The detected increase of methylation was mostly located in the region occupied by the histone coding genes, which is a CpG rich region. Functional analysis showed enrichment for nuclear and chromosome organization, largely explained by the presence of multiples isoforms of histone 1 (Table U in S1 File).

**Fig 5:**
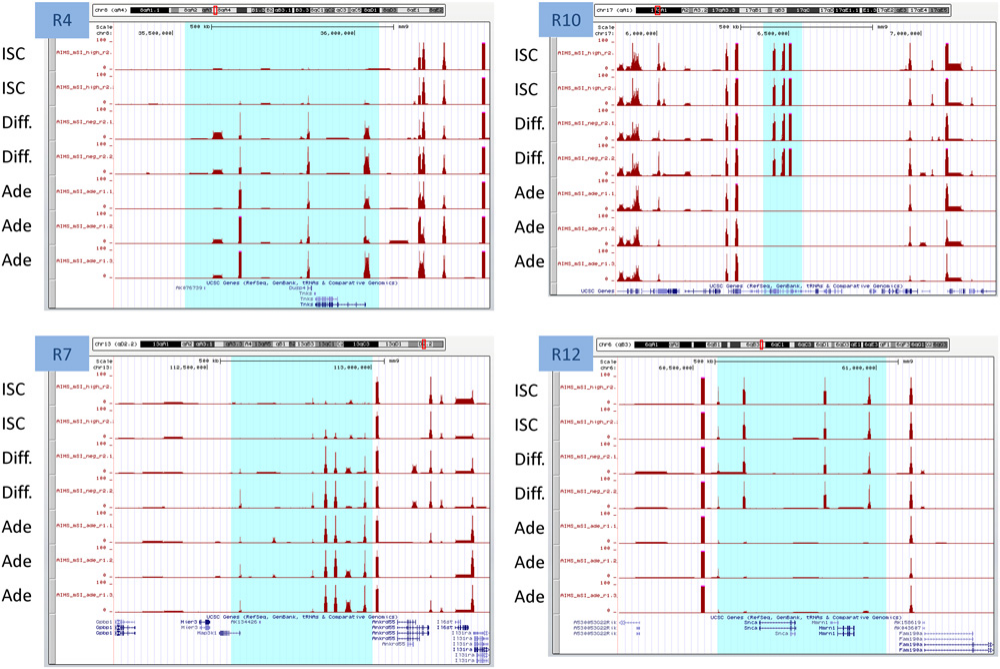
Differentially methylated domains in Differentiated-ISC and Adenoma-ISC comparisons. Four examples are illustrated. Each track corresponds to the number of normalized reads in the AIMS-seq for each sample. Highlighted regions indicate domains larger than 50 kb and with at least 5 amplicons showing differential methylation between samples. R4 and R7 domains are hypermethylated in differentiated and adenoma cells versus ISCs. R10 and R12 domains are hypomethylated in adenoma cells versus ISCs and differentiated cells.

### Differential gene expression along intestinal cell differentiation and tumor progression

In addition to DNA methylation, we also compared the gene expression signatures among healthy small intestine and colon, *Apc* ^*Min/+*^ mouse adenomas and their adjacent non-tumor tissue, and CT26 cell line. 

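RNA of 14 samples was hybridized to 1 array each, with 3 arrays for healthy small intestine, 2 for tissue adjacent to adenomas, 3 for adenomas, 3 for colon and 3 for CT26, a colon carcinoma cell line. Table A in S1 File lists the small intestine arrays under different C57BL/6J mice, and all adenoma and adjacent arrays under 1 *Apc* Min/+ mouse, so that the spread between adenoma arrays is that between pieces of tissue. It places 1 of the colon samples under an *Apc* Min/+ mouse, whereas the sample labels give C57BL/6J for all of them. The authors deposited the scanner output of each array, in which background had been subtracted from every spot, and a table of their normalized log2 values. Each array carried 62976 spots, and those that were not controls measured 55681 probes. The arrays lay on 2 slides. For the values reported here, the log2 of each background-subtracted signal was taken, and the 75th percentile of the array was subtracted. Spots marked as outliers were left out (103 to 206 per array), and spots of the same probe were averaged. Between 46.8% and 58.2% of the probes were well above background on an array, with a median of 53.65%, and 20832 probes were so on all arrays. Over these probes the median SD between arrays of a group was 0.376 (log2, n = 3) in colon, 0.319 (n = 3) in CT26, 0.264 (n = 3) in small intestine, 0.175 (n = 2) in adjacent tissue and 0.156 (n = 3) in adenomas. Each of 6 pairs of groups was compared with limma on the arrays of those groups alone, over the probes well above background on every array of at least 1 of them. Genes were taken as overexpressed or underexpressed at a log2 fold change of at least 1.2 in size and a Benjamini-Hochberg adjusted p of at most 0.01, the thresholds of the paper, in at least 1 probe. Where a probe was not well above background on every array of the dimmer group, its fold change is a bound. The bound sets the mean of the brighter group against the mean of, per array, the higher of the probe's own signal and the lowest signal well above background. Positions are those of the probes in NCBI37/mm9, the build of the scanner files.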

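Adenomas were also compared with colon, a comparison drawn in Fig 6A. Of 29174 probes tested, those of 508 genes were overexpressed in adenomas and those of 369 genes were underexpressed. These counts moved most with the arrays used, since 4 genes were differentially expressed without adenoma replicate 2 and 2970 without colon replicate 3. Adenoma and mouse cannot be told apart here, as the adenoma pieces come from 1 mouse and the colon samples from others. *Gkn3*, whose probe lies on chromosome 6 from 87333375 to 87333434, had the largest overexpression among genes well above background on every array of both groups. Its scaled log2 signal was 8.323 ± 0.486 (SD, n = 3) in adenomas and -2.153 ± 0.503 (SD, n = 3) in colon, a log2 fold change of 10.48 (standard error 0.361, limma adjusted p = 0.000398). *Wfdc18*, *U46068*, *Plat* and *Hbb-bt* followed, with log2 fold changes of 7.739, 6.238, 6.079 and 6.052. *Saa1*, on chromosome 7 from 53996070 to 53996129, was the most underexpressed of them, with a log2 fold change of -7.416 (standard error 0.603, limma adjusted p = 0.0025). After it came *Tmigd1*, *B3galt5*, *Aqp4* and *Mep1a*, with log2 fold changes from -7.205 to -5.304. Every adenoma array lay on the same side of every colon array for each of these genes, which their selection required.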

Genes with differential expression are described in detail in Tables A to J in S2 File and a summary of the differences is illustrated in Fig 6. Normal tissues (Small intestine and colon of control animals versus normal tissue adjacent to adenomas in *Apc* ^*Min/+*^ mice) showed few changes: 29 genes were differentially expressed between small intestine and colon, whereas non tumor tissue adjacent to adenomas in *Apc* ^*Min/+*^ mice was indistinguishable from the small intestine of healthy animals. 

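Between colon and small intestine, 1 gene was overexpressed in colon and 1 was underexpressed among 27302 probes tested, 6429 of which had an unadjusted p under 0.05. The overexpressed gene was *B3galt5* (chromosome 16, 96541170 to 96541229), with a scaled log2 signal of 5.264 ± 0.445 (SD, n = 3) in colon and -2.545 ± 0.365 (SD, n = 3) in small intestine. Its log2 fold change was 7.808 (standard error 0.326, limma adjusted p = 0.00177), with every colon array above every small intestine array, and its adjusted p ranged from 1.18e-05 to 0.108 over the alternatives that kept all arrays. The underexpressed gene, *Defa21*, was named after its values were seen. It had a log2 signal of at least 7.81 on the small intestine arrays and was not well above background on the colon arrays. Colon replicate 3 decided this count, since 1814 genes were differentially expressed without it, 852 of them overexpressed in colon. Its correlation over probes was 0.9506 to 0.9687 with the small intestine arrays and 0.9344 to 0.9383 with the other colon arrays, which had a correlation of 0.9849 with each other. A list of 10 genes of small intestine enterocytes, fixed beforehand, had a median log2 signal of 6.15 to 9.44 on the small intestine arrays. On the colon arrays the median was -2.43, -2.02 and, on replicate 3, 6.02. For 10 genes of colonocytes it was 5.52, 5.54 and, on replicate 3, -0.228, against -2.84 to -1.69 in small intestine. Between adjacent tissue and small intestine, 2 genes were overexpressed in adjacent tissue and 0 were underexpressed, as found by limma over 28833 probes, of which 8815 had an unadjusted p under 0.05. The median probe tested lay at -0.106 (log2) in this comparison after scaling. They were *Gpx5*, also named after its values were seen, which was at least 356-fold higher (standard error of the log2 fold change 0.319, limma adjusted p = 0.00244), and *Gt(ROSA)26Sor*, which was 55.4-fold higher (standard error of the log2 fold change 0.257, limma adjusted p = 0.00791). With any 1 array left out, 0 genes were differentially expressed between these groups in the limma fit, where 4266 to 10203 probes had an unadjusted p under 0.05. From these comparisons the paper states that normal tissues showed few changes.

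**Figure D1:**
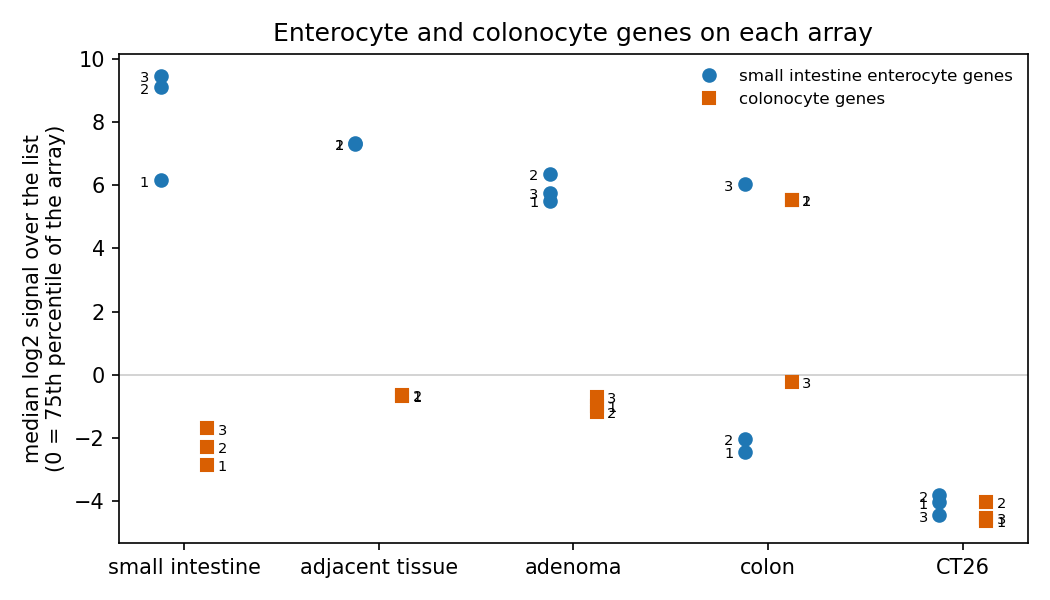
Median scaled log2 signal of the enterocyte genes (circles) and the colonocyte genes (squares) on each array, by group, with the replicate number beside each point; 0 is the 75th percentile of the array. The enterocyte genes lie at 6.02 on colon replicate 3 and at -2.43 and -2.02 on the other colon arrays.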

Interestingly, of the 326 genes overexpressed in adenomas as compared with healthy small intestine, only 62 were overexpressed when the comparison was performed against the tissue adjacent to the adenoma, indicating that the adjacent tissue displays intermediate levels for about 81% of genes overexpressed in adenomas (Fig 6). 

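Against small intestine, 2711 genes were overexpressed in adenomas and 2671 were underexpressed among 29539 probes tested, with 18 genes counted in both directions through different probes. The adenoma pieces come from 1 mouse and the small intestine samples from others, so adenoma and mouse cannot be told apart in these calls. On the adenoma side, the p-values rest on the spread between pieces of that mouse. Against adjacent tissue, 591 genes were overexpressed and 398 underexpressed among 29734 probes. *Gkn3* was the most overexpressed gene against small intestine among those well above background on every array, with a log2 fold change of 8.138 (standard error 0.949, limma adjusted p = 0.000736). Its signal differed between the small intestine arrays, at -1.54, -0.425 and 2.52. It was followed by *Wif1* (6.886), *Lrg1* (6.539), *Eya2* (6.428) and *Tmem45a* (6.321), each above all small intestine arrays on 3 of 3 adenoma arrays. Such a lack of overlap between the groups was a condition of naming these genes. Of the genes well above background on every array, the most underexpressed were *Plb1* (-8.675), *Fam151a* (-7.741), *Nts* (-7.178), *Naaladl1* (-6.603) and *Cubn* (-6.432). Against adjacent tissue, *Aqp5* on chromosome 15 (99425138 to 99425197) had the largest overexpression among genes well above background on every array, with 5.528 ± 0.277 (SD, n = 3) in adenomas and -1.909 ± 0.387 (SD, n = 2) in adjacent tissue, a log2 fold change of 7.438 (standard error 0.251, limma adjusted p = 0.000884). *Wfdc18*, *Tff1* and *Muc6* followed with log2 fold changes of 6.945, 6.368 and 6.27, and a probe without a gene name beside that of *Aqp5* with 7.352. *Slc13a2* (-4.338), *Cubn* (-4.211), *Unc93a* (-3.66), *Pdzk1* (-3.559) and a transcript without a symbol (-3.366) were, of the same genes, the most underexpressed. Of the 2711 genes, 526 were also overexpressed against adjacent tissue and 2185 (80.6%) were not, 540 of them with a log2 fold change over 1.2. The mean of the adjacent arrays lay between those of small intestine and adenomas for 2393 genes (88.3%), below small intestine for 131 and above adenomas for 187. On a scale from 0 at small intestine to 1 at adenoma, the median position of adjacent tissue was 0.511 (quartiles 0.348 and 0.676). Adjacent arrays were then simulated, in 20 draws each, at the level of small intestine or at that of adenomas. At the level of small intestine 7.6% of the genes were not called against them (6.82% to 8.19%), and at the level of adenomas 100% were not, while 49.7% and 49.9% of genes lay between the means. The draws had independent noise for each probe around the observed means, which fixed these shares between the means beforehand. The genes were selected on the same small intestine and adenoma arrays, and a shift shared by many genes of the donor mouse was not drawn. The draws therefore cannot tell intermediate levels from the selection or from such a shift. Single arrays moved the comparison with adjacent tissue. Without adenoma replicate 2, limma found 0 genes, with 9105 probes at an unadjusted p under 0.05, and without adjacent tissue replicate 2 it found 1477. Table A in S1 File lists the adenoma and adjacent pieces, all from 1 mouse, as Adjacent 4.2 and 4.3 and Adenoma 4.2, 4.3 and 4.4, and does not say which array holds which piece. Taken in the order of the arrays, the shared numbers pair the pieces as the replicate numbers do. With the replicate number as a block, 67 genes were overexpressed against adjacent tissue and 9 underexpressed. The comparison with small intestine was then blocked too, and of its 2454 overexpressed genes 97.3% were not called against adjacent tissue. The adjusted p of *Slc13a2*, *Cubn*, *Pdzk1* and the transcript without a symbol was then 0.013, 0.0112, 0.015 and 0.0163, over the threshold. With the pieces paired by the numbers in their sample titles, a pairing tried after the values were seen, limma found 0 genes, with 8178 probes at an unadjusted p under 0.05. From the genes overexpressed against small intestine and not against adjacent tissue, the paper concludes that adjacent tissue has intermediate levels of most genes overexpressed in adenomas.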

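Table A in S2 File gives Gene Ontology terms for 42 of its probes that could be read. By the exact terms drawn in Fig 6C, 1 of its genes carried chemotaxis, 1 defense response and 2 inflammatory response, and 0 carried angiogenesis or regulation of the transforming growth factor beta receptor signaling pathway. *Ccl2*, which carried chemotaxis and inflammatory response, had a scaled log2 signal of 1.222 ± 0.506 (SD, n = 3) in adenomas, -3.726 ± 0.299 (SD, n = 3) in small intestine and a mean of -2.197 in adjacent tissue. It was 30.9-fold higher in adenomas than in small intestine (standard error of the log2 fold change 0.292, limma adjusted p = 9.32e-05). *Il1b*, with the term inflammatory response, was 22.8-fold higher (standard error 0.194 on the log2 scale, limma adjusted p = 4.8e-05). *Icam1*, with the term defense response, was well above background on 0 of 3 small intestine arrays and at least 5.92-fold higher in adenomas (standard error 0.281 on the log2 scale, limma adjusted p = 0.000352). These genes were picked by their terms in the paper's table, which was made from the same arrays. No test of the terms was run, since no annotation of the genes tested was at hand to serve as background.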

The cellular functions of genes overexpressed in adenomas showed enrichment in chemotaxis, angiogenesis and regulation of transforming growth factor beta-receptor signaling pathway (Fig 6C and Table K in S2 File). Unlike adenomas, CT26 cells exhibited a high number of differences with normal colon and with similar rates of over- and downregulation (Fig 6 and Tables A to J in S2 File). 

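CT26 cells had 5218 genes overexpressed and 3712 underexpressed against colon among 29398 probes tested, so that 58.4% of the differences were in the direction of overexpression. With any 1 array left out this share ranged from 49.3% to 55.1%, and without CT26 replicate 3 there were 2932 genes overexpressed and 3017 underexpressed. The median probe tested was higher in CT26 by 0.389 (log2) after scaling, while it lay at -0.147 between adenomas and small intestine. With every probe tested, whatever its signal, 3566 genes were overexpressed and 4087 underexpressed, so that the share of overexpression was 46.6%. *Prrx2* on chromosome 2 (30736678 to 30736737) rose most among genes well above background on every array, with a log2 fold change of 7.95 (standard error 0.865, limma adjusted p = 0.000231). The next were *BC048373* (7.827), *EU616813* (7.311), *Timp1* (7.092) and *Ifi204* (7.054). Underexpression of genes well above background on every array reached larger values, the largest for *Muc13* on chromosome 16 (33819909 to 33819968), with -3.831 ± 0.149 (SD, n = 3) in CT26 and 9.173 ± 0.849 (SD, n = 3) in colon, a log2 fold change of -13 (standard error 0.442, limma adjusted p = 1.07e-06). *Guca2a*, *Atp9a*, *Lgals6* and *Myo1d* had log2 fold changes from -12.21 to -11.5. For each of these genes all CT26 arrays lay on the same side of all colon arrays, as their selection required. *Lgr5* was at least 28-fold lower in CT26 (limma adjusted p = 6.5e-06, standard error 0.351 on the log2 scale), with CT26 not well above background on any array. Its limma adjusted p ranged from 1.09e-08 to 0.0637 over the alternatives that kept all arrays. *Slit2* was 100-fold higher (limma adjusted p = 3.53e-05, standard error 0.496 on the log2 scale). The paper names further genes of the intestinal stem cell signature. Of these, *Phgdh* (82.1-fold), *Fads1* (12.5-fold), *Slc1a2* (at least 12.4-fold), *Atad5* (4.9-fold) and *Brca1* (at least 1.7-fold) were overexpressed in CT26. The call of *Brca1* rests on dim signal, as it was well above background on 0 of 3 colon arrays and its bound lies under the fold change threshold. Its limma adjusted p ranged from 0.00283 to 0.701 over the alternatives that kept all arrays. *Aqp4* (232-fold) and *Axin2* (at least 22-fold) were underexpressed, and *St3gal3* was not called (limma adjusted p = 0.135).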

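Of the processes that expression can follow, cell division was read with a list of 10 genes fixed before the values were seen (*Mki67*, *Top2a*, *Ccnb1*, *Cdk1*, *Bub1*, *Aurka*, *Mcm5*, *Pcna*, *Birc5* and *Plk1*). All of them were higher in CT26 than in colon, with log2 fold changes from 0.826 to 3.03 and a median of 2.61. None of 10000 random lists of that size, matched on mean expression, had a higher median. Between adenomas and small intestine the same list was higher for 10 of 10 genes, with a median of 1.92. A list of 8 epithelial genes was lower in CT26 than in colon for 8 of 8 genes, with a median log2 signal of -5.6 to -3.96 on the CT26 arrays. Of these genes 3 were well above background on every array of both groups, so no fold change is given for the list.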

As expected, multiple biological processes related with cancer were affected (Fig 6C and Table K in S2 File).

**Fig 6:**
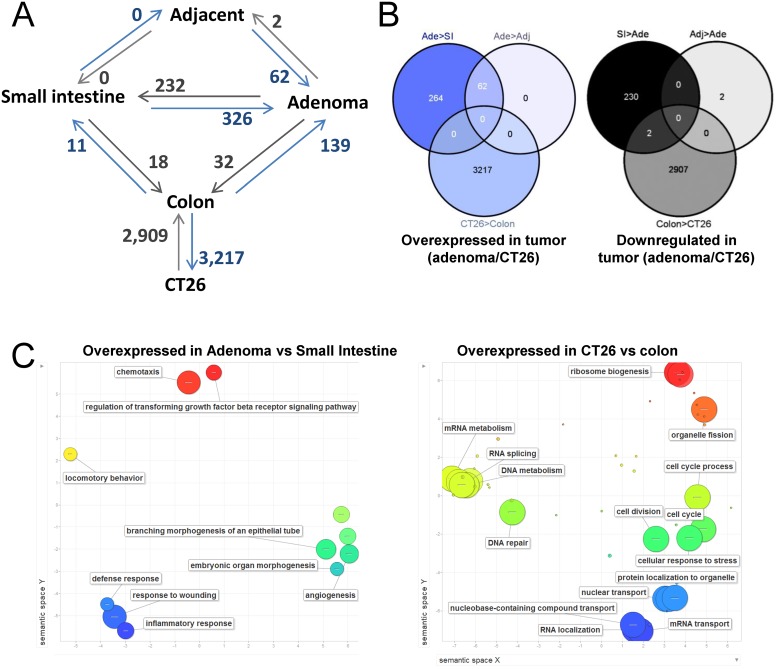
Differential gene expression. **A**, Diagram of the gene expression analyses performed by microarrays. Comparisons are denoted by connecting lines. The number of genes overexpressed in the sample pointed by the arrowhead is indicated next to the connecting line. **B**, Overlapping of genes differentially expressed in different pair of samples. **C**, Semantic representation of biological processes enriched in genes overexpressed in adenomas and CT26 cells compared with the respective normal tissue. The graph was generated with Revigo [84]. Bubble size indicates the-log10 of the FDR (see Table K in S2 File for details).

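For the overlaps of Fig 6B, genes with a probe tested in both comparisons were counted, which came to 20459 for the comparisons of adenomas with small intestine and of CT26 with colon. Among them 1039 genes were overexpressed in both, where 487 would be found by chance, an odds ratio of 3.82 (Fisher's exact test, two-sided, p = 8e-171). Another 1033 genes were underexpressed in both, against 422 by chance, with an odds ratio of 4.58 (p = 1.08e-217 in the same exact test). Genes are not independent replicates, so these p-values describe the gene lists and not the spread between arrays. When the remaining arrays entered the fits as a further class, 3 genes were overexpressed in both, where 28.8 would be found by chance (odds ratio 0.0801), and 4 were underexpressed in both, where chance gives 26.2 (odds ratio 0.127). There the CT26 arrays enter the spread of the adenoma comparison, and the adenoma arrays that of the CT26 comparison. Genes changed in both then have a large spread, so a small overlap is built into these fits and is no evidence against a shared change. In the comparisons of adenomas with small intestine and with adjacent tissue, 526 genes were overexpressed in both, and 66 with the replicate number as a block. These comparisons share the adenoma arrays, so no overlap by chance is given for them.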

### Lack of global correlation between differential methylation and gene expression

Next, we investigated the correlation between DNA methylation changes and gene expression data generated in another study [7]. By AIMS-Seq we determined that in differentiated cells, 397 had a gain of methylation in the promoter region (2kb from the TSS) (Table L in S2 File). Most genes did not show any association between DNA methylation and gene expression changes (data not shown). Only 14 genes exhibited inverse correlation between methylation and expression (Table M in S2 File). Strikingly, ten of these hypermethylated AIMS-Seq amplicons were located in the gene promoter region of the downregulated genes (*Aqp4*, *Axin2*, *Atad5*, *Brca1*, *Fads1*, *Lgr5*, *Phgdh*, *Slc1a2*, *Slit2*, *St3gal3*) belonging to the expression signature of the intestinal stem cell [7], which represents a highly significant enrichment (Fisher exact test, p value <2.2e-16). These changes affected the gene CpG island and/or CpG island shore, except for *Aqp4*. Direct bisulfite sequencing (S2 Fig) and inspection of WGBS profiles obtained by Kaaij et al in an independent setting (S5 Fig) revealed that the changes corresponded to moderate variations in the percentage of DNA methylation in one or several CpG sites.

Genes becoming hypermethylated in CT26 are low expressed in healthy colon when compared with genes maintaining methylation levels constant or hypomethylated (S6 Fig). Indeed, a global trend was observed in hypermethylated genes that showed even lower values in CT26 cells (S6 Fig).

## Discussion

### Genome-wide analysis of differential DNA methylation, technical remarks

Our knowledge of biological processes as cell differentiation and cancer has improved dramatically in the last two decades thanks to the application of advanced genomic tools to decipher the epigenetic code. Besides this progress and the wide range of available methodologies [43,44,45], genome scale analysis of DNA methylation dynamics still represents critical technical challenges.

The use of methylation sensitive endonucleases played a pivotal role in the early characterization of genomic regions affected by DNA methylation and the discovery of disease specific epigenetic biomarkers [43,44]. With the advent of next generation sequencing technologies, the potential of techniques based in this type of approaches has reemerged. Methyl-Seq is one of such examples developed in Richard Myers lab and applied to identify DNA methylation changes associated with human liver development [46].

Here we have applied AIMS-Seq, a variation of the AIMS method [35]. This technique requires minute amounts of material (<500 ng of genomic DNA) and has a very high sensitivity, which makes it adequate for the experimental setting described here. The standard version of AIMS has been applied with a significant success to uncover specific [47,48,49] and global DNA methylation alterations in cancer [50,51,52], epigenetic differences between monozygotic twins [53] and was instrumental for the characterization of functional CpG methylation in the honeybee [54].

The coupling of high throughput sequencing to AIMS (AIMS-Seq) renders an approach based in the same principles of Methyl-Seq and allows the study of differential DNA methylation at the genome scale level, but at a relatively low cost. AIMS-Seq targets about half of the sites covered by Methyl-Seq, but this reduction of complexity results in a five-fold increase in read depth per amplicon with a similar sequencing effort. AIMS-Seq reports information on a wide range of sequences, including those with low CpG content, which have been described as the most variable regions in healthy tissue [55] and repetitive sequences, which are poorly analyzed by other approaches. About half of the CpG islands and CpG island shores in the mouse genome get canonical representation (Fig 2). Another important advantage of AIMS-Seq is the simplicity of data analysis, as currently available bioinformatic and biostatistical pipelines can be applied with minimal adaptations, overcoming the computational bottleneck that often slows down this type of projects.

A limitation of enzyme-based methods to detect differential DNA methylation is that they rely in a single CpG site. Nevertheless, in a recent study using whole genome bisulfite sequencing data we have shown that scoring of DNA methylation in a single CpG is highly representative of the status of a whole CpG island [56]. This is also the case for other genomic elements (Jordà M et al, manuscript in preparation). Therefore, the target of the methylation sensitive restriction enzymes can be used as a faithful surrogate indicator of the methylation status of the comprising genomic element.

An important feature of this AIMS-Seq is its high sensitivity to detect differential methylation affecting a small percentage of cells [35]. It should be noted that a large proportion of the changes observed in the DNA methylation levels in similar settings by WGBS are below 10–20% [25,42,57], and AIMS-Seq is able to detect these small variations (S5 Fig). These features make AIMS-Seq a feasible approach to identify new epigenetic targets in settings where DNA methylation differences are small and sample availability is limited. The suitability of AIMS-Seq in this type of studies has been well exemplified by its application to analyze DNA methylation profiles in murine myogenesis [58]. Carrió et al. uncovered more than 1000 differentially methylated regions providing an overall view of the epigenetic landscape along the muscle-lineage determination process. Indeed, the comparison with data generated by Reduced Representation Bisulphite Sequencing allowed a global validation of the results [58]. This study also demonstrated the adequacy of AIMS-Seq to identify specific changes with a prominent role in the cell differentiation process. In particular, they found hypomethylation of Myf5 superenhancer (a crucial myogenic regulatory factor) as a key epigenetic event associated with the functional activation of this locus [58].

In summary AIMS-Seq provides an overall view of the differential methylome between multiple biological conditions and allows the identification of specific candidates with a potential role in the process. Most outstanding features AIMS-Seq are high sensitivity, low material requirements and a relatively small demand of technical and computational labors.

### DNA methylation dynamics in intestinal differentiation

Our analysis indicates that intestinal cell differentiation is accompanied by small changes in DNA methylation, mostly consisting in hypermethylations that affect less than 2% of the genome analyzed by AIMS-Seq. As a whole, these figures are difficult to compare with WGBS data generated in similar experimental settings [23,25]. Kaaij et al reported 297 TSS with >50% DNA methylation difference and most of them corresponded to hypomethylations in differentiated cells as compared with ISC. For their sake, Sheaffer et al identified 4240 DMRs and more than half of them affected CpG islands and CpG island shores. In our setting, about 1/3 of hypermethylations occurring during cell differentiation were located near TSS (less than 500 bp).

DNA methylation changes in enhancers play an important role in cell identity and differentiation processes (reviewed in reference [59]); and previous investigations have reported that a large proportion of DMRs affect enhancers during cell differentiation [23,25,60]. Our results are in agreement with these observations, but also expand the scope of the conclusions by showing that hypermethylations also affect distal regulatory elements in mouse intestinal tumors, as previously shown in different human cancer types [61,62,63]. However, unlike cell differentiation, our data indicate the spreading out of hypomethylation to non-regulatory regions in intestinal tumorigenesis. It is well known that the functional implications of global genomic hypomethylation in cancer go beyond the deregulation of specific genes (reviewed in reference [26,27])

Only a small proportion of these epigenetic changes were associated with transcriptional silencing of the respective gene (Table M in S2 File). Similar studies applying WGBS [23,25], which offers a more comprehensive genomic coverage, have found good correlation between hypermethylations near TSSs and gene expression. The overall lack of correlation between DNA methylation and gene expression in our study may be explained by the high sensitivity of AIMS-Seq to detect DMRs. Direct comparison with WGBS data [25] revealed that most hypermethylations detected by AIMS-Seq were very small and affected a few CpG sites. Interestingly, genes reported to constitute the ISC signature (and therefore downregulated or silenced in differentiated cells, i.e. *Lgr5*) showed very small increases of DNA methylation in a few CpGs in the respective CpG island shore (S5 Fig). By AIMS-Seq these changes were clearly detected, which confirms the sensitivity of this technique.

A note of caution should be sounded regarding the interpretation of DNA methylation changes detected in intestinal cell differentiation. Due to the small amounts of starting material, fractions from four animals were pooled in order to reach enough DNA to perform the analyses. This implies that inter-animal variability was abolished from our data. While this limitation does not challenge our results and conclusions, we cannot fully disregard inter-individual variability, as well as heterogeneity in analyzed cell fractions. Our data on specific changes with a role in the intestinal cell differentiation (e.g.: *Lgr5* hypermethylation, see above) have been confirmed by ourselves and other studies [23], but further studies using more powerful techniques are needed to determine the steadiness of epigenetic and transcriptional profiles in intestinal cell differentiation.

### DNA methylation dynamics in intestinal tumorigenesis

*Apc* ^*Min/+*^ adenomas displayed few changes in DNA methylation when compared with intestinal stem cells (2.7% of the canonical AIMS-Seq amplicons), and a large subset of them were shared with differentiated cells (in the case of hypermethylations), and the non-tumor tissue adjacent to the adenoma (in the case of hypomethylations). It has been previously reported that the dynamics of hypermethylation and hypomethylation are independent in human colorectal cancer [51,64,65]. In this context, we can postulate that hypomethylation would be an early phenomenon preceding the morphological emergence of the adenoma and consistent with a field effect [66] in which the adjacent tissue already displays a large fraction of the molecular changes bear by the tumor. Moreover, hypermethylation in adenomas would recapitulate in part the ISCs differentiation process and incorporate tumor specific changes. The conservation of DNA methylation profiles may explain the retention of cell differentiation capacity in *Apc* ^*Min/+*^ microadenomas [67]. In fact most *Apc* ^*Min/+*^ adenomas maintain the crypt architecture and do not progress to carcinoma [68]. The subsequent cell transformation would require additional changes consistent with the stepwise model of cancer progression in which genomic and epigenomic instability drive subsequent alterations.

Recently, Grimm et al. [33] applied MeDIP-seq to study the methylome of *Apc* ^*Min/+*^ adenomas. Similarly to our analysis, a high proportion of DMRs affected CpG islands and promoter regions. Indeed, they found polycomb targets were enriched among hypermethylated regions in adenomas, although just a few tumor suppressor genes were silenced. Binding of Polycomb repressive complex 2 (PRC2) has been shown to point genes prone to be hypermethylated in cancer [69]. Our data confirm Grimm’s observations, as 64 of the genes found hypermethylated in adenomas and 76 in CT26 by AIMS-Seq constitute targets of the PRC2 complex [70] (S3B Fig). The enrichment of PRC2 targets in the DMRs detected by AIMS-Seq is highly significant (Fisher exact test, p value <2.2e-16). This group of genes includes the homeobox gene *En1* (S7 Fig), whose hypermethylation has been described as a promising biomarker of neoplastic stages of human colorectal cancer [71].

### Hypermethylation affects large chromosomal domains in cell differentiation and cancer

We have identified several regions displaying coordinated hypermethylation of all the encompassed amplicons. Interestingly, differentiated cells and adenomas shared many of the hypermethylated domains. The nature and functional implications of DMDs are unknown. Nevertheless, it is tempting to compare hypermethylated DMDs with the well characterized Long Range Epigenetic Silencing (LRES) phenomenon initially described in human colorectal cancer [48] and also found in murine tumors [72]. LRES appears as the concurrent hypermethylation of multiple CpG islands and downregulation of most of the genes in a genomic region ranging from hundreds of kilobases to a few megabases [73]. Although LRES was discovered with the classical version of the AIMS method, our current data are insufficient to assimilate the differentially hypermethylated domains identified here to LRES. It should be noted that AIMS-Seq is not the most appropriate method to detect epigenetic changes affecting large chromosomal regions due to the interspersed nature of its genomic coverage. Specific regional analyses are required to clarify the nature of DMDs as it was done for LRES in different settings [48,71,72,74,75,76]. On the other hand, genome-wide approaches have identified large chromosomal domains undergoing extensive DNA hypomethylation in human colorectal cancer [64,65]. In our setting, hypomethylation was relatively scarce and no large domains were detected. This may be due to the technical reasons, as the AIMS-Seq coverage is high in gene-rich regions and near the promoters (Fig 1 and reference [35]), but low in gene poor regions and nuclear lamina associated domains where most of the hypomethylation occurs [64,65].

### Concluding remarks

In summary, the AIMS-Seq approach appears as a sensitive and feasible tool to compare the epigenetic profiles of samples with very limited availability. Our analysis shows that DNA methylation changes along small intestine crypt differentiation and early stages of tumorigenesis are few and small compared with late stages. Hypermethylations constitute the predominant change and are enriched in genomic regions related with gene regulation. Both processes exhibit highly overlapping panels of genes with DNA methylation changes; besides tumor related hypermethylation appears as a progressive phenomenon reaching deeper methylation levels in advanced stages. On the other hand, hypomethylation shows different signatures in differentiation and cancer and is already present in the non-tumor tissue adjacent to the adenomas in *Apc* ^*Min/+*^ mice, which is consistent with a role in the promotion of tumorigenesis [77,78].

Our findings may be also relevant to the comprehension of these processes and the underlying epigenetic mechanisms in the human counterpart. Different studies have pinpointed the parallelisms between mouse and human colorectal cancer at epigenetic level [33,72,79] and many of the genes we have found hypermethylated in early stages of mouse tumorigenesis (i.e., *Lgr5*, *Axin2* and *En1*) may have potential clinical applications in human cancer [71,80,81].

## Supporting Information

S1 Fig Features of AIMS-Seq technique. **A**, Scheme of the AIMS-Seq technique. **B**, Representation of the read coverage against amplicon length. To facilitate visualization, only 1,000 out of 50,745 amplicons have been plotted. Left panel shows the mean values obtained for the first set of samples (Fig 1A); right panel shows the results for the second set (Fig 1B).
(TIF) Click here for additional data file.

S2 Fig Bisulfite sequencing validation of differentially represented AIMS-Seq amplicons. Data for eight amplicons is shown. Genomic localization of the amplicons is shown. Graphs on the left show the number of normalized AIMS-Seq reads in each sample. The amplicon ID is shown on top f each graph. Logarithmic fold change values in base = 2 (log2FC) and False Discovery Rate (FDR) are indicated for each comparison (colon vs Ct26 and ISC vs differentiated cells). The results obtained with direct bisulfite sequencing are represented as lollipops using the Methylation plotter tool (Mallona et al, 2014, reference [79]). Each circle represents a CpG dinucleotide and the degree of grey indicates the methylation level from fully methylated (black) to completely unmethylated (white). Sticks represent CpG sites not determined. Blue boxes identify XmaI sites corresponding to amplicon flanks. Colon: normal colon mucosa, ISC = Intestinal Stem Cell, Diff = Differentiated cells, CT26 colon cancer cell line. Data may be obtained from Tables J through R in S1 File.
(TIF) Click here for additional data file.

S3 Fig Differentially methylated genes. **A**, Overlap of hypermethylated genes as detected by AIMS-Seq. Only genes with one or more AIMS-Seq amplicons within 2Kb of the Transcription Start Site (TSS) are considered. **B**, Distribution of hypermethylated genes in adenomas (versus ISC) and CT26 cells (versus normal colon) and PRC2 targets.
(TIF) Click here for additional data file.

S4 Fig Features of differentially methylated amplicons. **A**, Density plot of AIMS-Seq amplicons according to their distance (log10 of bp) to the nearest enhancer region. Red line shows the distribution of all amplicons included in the virtual AIMS-seq universe. Black line shows the distribution of DMRs for each comparison as indicated in the graph. Statistical significance (p-value) for distribution of enhancers inside/outside DMRs, within 1Kb of the DMRs, and the Kolmogrov-Smirnov (KS) test are shown on top of each graph. **B**, Summary of the results: Enhancer associated hypermethylations and hypomethylations are enriched in the indicated comparisons.
(TIF) Click here for additional data file.

S5 Fig UCSC Genome Browser (NCBI37/mm9) representation of AIMS-Seq reads in two genomic regions displaying DNA methylation changes detected by AIMS-Seq (highlighted area) and associated with silencing of the respective gene (*Lgr5* and *St3gal3*) during the differentiation process of ISCs. Whole genome bisulfite sequencing data from Kaaij et al. [25] is shown for comparison. Note small changes in DNA methylation levels in the boundaries of the amplicon.
(TIF) Click here for additional data file.

S6 Fig Differential DNA methylation and gene expression levels. Genes were classified according to its differential DNA methylation between CT26 and healthy colon tissue as determined by AIMS-seq amplicons as follows: constant (no gains or losses of DNA methylation), hypermethylated and hypomethylated. Only genes with one or more AIMS-Seq amplicons within 2Kb of their Transcription Start Site were considered. CT26 hypermethylated genes showed a statistically significant downregulation in CT26 (Wilcoxon test, p<2.2e-16). No differences were observed for constant or hypomethylated genes.
(TIF) Click here for additional data file.

S7 Fig Differential DNA methylation of En1 CpG island shore detected by AIMS-Seq in intestinal cancer. Each track indicates the number of reads mapped in AIMS-Seq amplicons.
(TIF) Click here for additional data file.

S1 File Table A, Samples used in the study and analyses performed with each sample. Table B, Distribution of virtual AIMS-Seq amplicons in the mouse genome (mm9). Table C, Distribution of AIMS-Seq reads. Table D, Primer sequences. Table E, Differentially methylated AIMS-Seq amplicons, by genomic context. Table F, Differentially methylated AIMS-Seq amplicons, by gene context. Table G, Differentially methylated AIMS-Seq amplicons, by transcript type. Table H, Differentially methylated AIMS-Seq amplicons, by genomic element. Table, Differentially methylated AIMS-Seq amplicons, by distance to TSS. Table J, Hypermethylated in Differentiated vs ISC. Table K, Hypermethylated in Adenoma vs ISCs. Table L, Hypermethylated in Adenoma vs Differentiated. Table M, Hypermethylated in Adenoma vs Adjacent. Table N, Hypermethylated in CT26 vs Colon. Table O, Hypomethylated in Differentiated vs ISC. Table P, Hypomethylated in Adenoma vs ISCs. Table Q, Hypomethylated in Adenoma vs Differentiated cells. Table R, Hypomethylated in CT26 vs Colon. Table S, Functional enrichment of differentially methylated AIMS-Seq amplicons near TSS Genes. Table T, Differentially methylated domains (DMD). Table U, Functional enrichment in DMD R6.1.
(XLSX) Click here for additional data file.

S2 File Table A, Differential gene expression. Table B, Differential gene expression. Table C, Differential gene expression. Table D in S2 File. Differential gene expression. Table E, Differential gene expression. Table F, Differential gene expression. Table G, Differential gene expression. Table H, Differential gene expression. Table I, Differential gene expression. Table J, Differential gene expression. Table K, Functional enrichment in gene differential expression in intestinal cell differentiation and cancer. Table L, Gene expression/DNA methylation correlations. Table M, Hypermethylated regions associated with gene downregulation in Differentiated versus ISC.
(XLSX) Click here for additional data file.

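Table A in S2 File gives the genes overexpressed in adenomas against small intestine, with a log2 fold change and a p-value for each probe, and the index of the file gives 315 genes. Of the paper's 340 probes 332 could be read. All 332 were higher in adenomas in the fit on the scanner signals and 323 passed both thresholds. The fold change was a bound for 138, and the other 194 had a median log2 fold change of 2.38 (0.945 to 8.14).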

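Table B in S2 File has the genes underexpressed in adenomas, for which 237 of the paper's 238 probes were read. The paper's own log2 fold change has the opposite sign for 24 of them, with sizes of 0.81 to 1.19, and lies under the threshold for 46. Here 213 were lower in adenomas than in small intestine and 207 were called so.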

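Table C in S2 File compares adenomas with adjacent tissue, and 65 of the paper's 67 probes were read. All 65 were higher in adenomas and 55 of them passed the thresholds, while the highest adjusted p of the 65 was 0.0248. The fold change was a bound for 31, and the other 34 had a median log2 fold change of 3.57. With the replicate number as a block, 28 of the 65 passed.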

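Table D in S2 File has 2 genes underexpressed in adenomas against adjacent tissue, *Gpx6* and *Gpx5*, whose probes lie near each other on chromosome 13. Their log2 fold changes were -3.069 (standard error 0.528, limma adjusted p = 0.0175) and -2.209 (standard error 0.314, limma adjusted p = 0.0109), so that neither passed the threshold on p. *Gpx6* was at 2.325 ± 0.974 (SD, n = 2) in adjacent tissue and -0.7437 ± 0.655 (SD, n = 3) in adenomas. The adjusted p of *Gpx6* ranged from 0.000674 to 0.31 over the alternatives that kept all arrays, and that of *Gpx5* from 0.000485 to 0.235.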

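Table E in S2 File lists 18 genes overexpressed in colon against small intestine. All 18 were higher in colon here and 1 of them, *B3galt5*, passed both thresholds. The log2 fold change was 1.71 to 9.84 for 11 of them and a bound for the other 7. *Saa2* was 917-fold higher in colon (standard error of the log2 fold change 0.715, limma adjusted p = 0.019) and *St6galnac6* was 37.5-fold higher (standard error 0.416, limma adjusted p = 0.0227). *Fcmr*, *Ms4a1*, *Cxcl13* and *Cr2* were well above background on all colon arrays and on 1 of the small intestine arrays, and *Glycam1* and *Slc6a14* on none of those. The highest adjusted p of the list was that of *Eif4ebp3*, at 0.0814.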

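Table F in S2 File lists 11 genes underexpressed in colon against small intestine. All 11 were lower in colon here, with adjusted p-values from 0.035 to 0.111, and 0 passed both thresholds. The log2 fold change was -4.08 to -2.22 for 7 of them and a bound for the other 4. *Angptl4* was 16.9-fold lower (standard error of the log2 fold change 0.571, limma adjusted p = 0.048), and *Afp* was at least 47.2-fold lower, being well above background on 1 of 3 colon arrays.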

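Table G in S2 File gives the genes overexpressed in CT26 against colon, and 121 of its 3373 probes could be read. Of these 120 were tested here, 120 were higher in CT26 and 111 passed both thresholds. The part read is not a random draw from the table, so no share of the whole table follows from it.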

How the deposited data were processed for this re-analysis (not part of the article)

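Expression was measured on one-color Agilent SurePrint G3 Mouse arrays in 14 samples of 5 groups, namely healthy small intestine (3 arrays), tissue adjacent to adenomas (2), adenomas (3), colon (3) and CT26 cells (3). The authors deposited the scanner output of each array, made with Feature Extraction 10.7.3.1, whose processed signal is an intensity with background subtracted and no normalization between arrays. They also deposited a table of log2 values that the authors had normalized between arrays by a method the paper does not describe, with the same distribution on every array. Its 28 further columns per sample were not used. For 7 pairs of groups the table also carries a fold change, which the authors wrote as a signed score (a ratio below 1 as minus its inverse). The p-values and adjusted p-values beside it were rounded to 2 decimals by the authors, and the test behind them is not stated. At the thresholds used here, these deposited comparisons call from 211 spots between small intestine and adjacent tissue to 12630 between small intestine and CT26. In genes, they call 160 between small intestine and adjacent tissue, 727 between small intestine and colon and 3198 between small intestine and adenomas. Between adjacent tissue and adenomas they call 358 genes, and between colon and CT26 8076.

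From the scanner output, control spots and spots marked as outliers were left out, the log2 of the processed signal was taken, the 75th percentile of each array was subtracted, and spots of one probe were averaged. Of 55681 probes, 26582 were named through their RefSeq accession in a gene table of GRCm38.p6, used for names alone, and 29099 kept the name in the files, which gave 36282 names. Depth on an array is its signal over background, and the share of probes well above background was 46.8% on colon replicate 3, the lowest, and 58.2% at most. The number of arrays limits the precision of every group.

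Groups were taken from the sample labels. Each of 6 pairs was compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), each on its own arrays, and p-values were adjusted by the Benjamini-Hochberg method over the probes tested. A gene was called when at least 1 of its probes reached a log2 fold change of 1.2 in size and an adjusted p of 0.01, and it was counted in each direction in which a probe was called. The genes named were those the paper names, those of Tables D, E and F in S2 File and, in each comparison and direction, the 5 with the largest log2 fold change among those past the thresholds, well above background and not saturated on every array of both groups and without overlap between the groups. Each gene was read from its probe with the highest mean signal. The method was tested on simulated data in which 200 probes were changed, with the spread of the real arrays. It recovered 52% of them between adenomas and small intestine (29539 probes), 23.5% between adenomas and adjacent tissue (29734), 0% between adjacent tissue and small intestine (28833), 6% between colon and small intestine (27302), 4% between CT26 and colon (29398) and 19% between adenomas and colon (29174), and it called 0 unchanged probes in each. With a spread reduced for the test it recovered 94% to 99.5%. The adjustment of p is stricter where few probes change, and 8930 genes were called between the real CT26 and colon arrays. These rates are therefore not the power of the real comparisons.

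The alternatives chosen before the data were examined were the authors' table, normexp background correction (offset 50), quantile normalization, other filters on dim probes, a fit of all 5 groups, a fit with the remaining arrays as a further class, each of the last 2 on the authors' table, slide or replicate number as a block, an intensity trend, a floor on low signals, other thresholds and the omission of each array in turn. Another alternative was added after the t-statistics of S2 File had been seen. It takes the authors' table, keeps the arrays outside the comparison in the fit without a term of their own, and tests 20079 probes. A block for the numbers in the sample titles was also added afterwards, for the comparison of adenomas with adjacent tissue. All pieces of these groups come from 1 mouse by Table A in S1 File, which lists Adjacent 4.2 and 4.3 and Adenoma 4.2, 4.3 and 4.4. The shared numbers tie adjacent to adenoma pieces. Which array holds which piece is not stated, and taken in the order of the arrays they give the pairing of the replicate numbers, while the titles give another. Between these groups, the deviations from the group means had correlations of -0.00997 and -0.0356 for arrays with the same replicate number, and of 0.0356 and 0.0257 for arrays with the same number in their titles. Marker lists for enterocytes of the small intestine, Paneth cells, goblet cells, colonocytes, smooth muscle, B cells, neutrophils and inflammatory monocytes, adipocytes, pancreatic acinar cells, epididymis, Wnt targets, the Y chromosome, X inactivation, epithelium and proliferation were written before the data were examined, and a list of gastric gland genes after. Of the listed genes, *Defa24*, *Defa17* and *Ly6g* were not found on the arrays. Each list's median log2 fold change was set beside 10000 random lists of the same size matched on mean expression over 50 bins. Gene Ontology terms were not tested, since the annotation behind them was not available, and of Tables H, I and J in S2 File only the number of genes and probes in the index could be read. Expression data of the intestinal stem cells were not analysed here.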

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

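The marker lists and the alternative settings named here were chosen before the data were examined, and the other tests of this part only after the result was seen.

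*Gpx5* and *Gt(ROSA)26Sor* were the genes differentially expressed between adjacent tissue and small intestine, which the paper calls indistinguishable. *Gpx5* had a fitted log2 fold change of 9.89, with 0 of 3 small intestine arrays well above background, and signals of 3.84 and 4.51 on the adjacent arrays and 1.92, 2.39 and 1.59 on the adenoma arrays. RNA of epididymis, where *Gpx5* is abundant, would bring the other genes of that tissue, but a list of 9 of them had a median log2 fold change of -0.0147 and 1 of them was well above background. A variant of the donor stays open, since all arrays with the gene come from 1 mouse by Table A in S1 File. The lowest of them was at 1.59, and the mouse and the groups cannot be told apart there. The call was lost with any 1 array left out, and *Gpx6*, whose probe lies near that of *Gpx5* on chromosome 13, was at 1.64 and 3.01 in adjacent tissue and at most -4.33 in small intestine.

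*Gt(ROSA)26Sor* had a log2 fold change of 5.79 between adjacent tissue and small intestine. The slides do not account for it, as the small intestine arrays of different slides differed by 0.285. Its signal was between -3.07 and -2.54 in small intestine and -1.05 on colon replicate 1, and 2.21 or more on all other arrays, a gap of 3.26. A variant carried by some of the donors may give such a gap. Which colon array came from which mouse is not known, so this variant and the tissue cannot be told apart. The adjusted p ranged from 0.00206 to 0.281 over the alternatives that kept all arrays, and the call was lost with any 1 array left out.

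Genes of the Y chromosome gave a signal, which the paper does not report, on small intestine replicate 1 and colon replicate 3. *Eif2s3y* was at 2.86 and 2.95 there and at -5.51 or less on the other arrays, and all 4 genes of the list were well above background on these arrays and on none of the others. The list's median was -1.1 and -1.02 on these arrays. The sex of the mice is a candidate explanation. It needs *Xist*, which is transcribed in females, to be low on these arrays, and *Xist* was at -7.09 and -5.69 there, against -0.99 or more on the other tissue arrays. CT26, with *Xist* at -6.5 or less and no gene of the Y chromosome well above background, had neither. The sexes are therefore mixed within the small intestine and the colon groups, and the effect of sex on the counts of genes was not tested.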

How the results depend on the processing

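Counts below are genes differentially expressed between 2 groups. The intermediate share is the percentage of genes overexpressed in adenomas against small intestine whose mean in adjacent tissue lay between those groups (88.3%), and the uncalled share is the percentage not called against adjacent tissue (80.6%). The count between CT26 and colon (8930) stayed within 1.5 times under every alternative that kept all arrays, from 6603 to 10838, except the one chosen after seeing the data. That between adenomas and small intestine (5382) did so under most, from 3799 to 7466, with the exceptions given below. Of the named genes under the alternatives, 1623 results kept their direction and their side of the threshold, 162 came past it and 273 lost it, and none changed direction. The cause was not tested for any of the changes below, except where the setting itself tests other probes or fewer arrays.

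The authors' deposited values gave 5 genes between colon and small intestine. They also gave an intermediate share of 91.9% and an uncalled share of 78.5%. Normexp background correction gave 7 genes between colon and small intestine. With it came an intermediate share of 92% and an uncalled share of 72.7%. Quantile normalization gave 5 genes between adjacent tissue and small intestine and 9 between colon and small intestine. An intensity trend in eBayes gave an uncalled share of 76.4%. No threshold on the fold change gave an uncalled share of 84.1%. Between colon and small intestine, quantile normalization gave 3 overexpressed and 6 underexpressed genes, against 1 and 1. Between adjacent tissue and small intestine it gave 4 and 1, against 2 and 0.

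Testing every probe well above background on at least 1 array gave 65 genes between adenoma and adjacent tissue, 1 between adjacent tissue and small intestine and 418 between adenoma and colon. Alongside, there was an uncalled share of 97.6% and an overlap of the adenoma comparisons of 56. Without a filter on dim probes, the test gave 62 genes between adenoma and adjacent tissue, 1 between adjacent tissue and small intestine and 269 between adenoma and colon. Here there was an uncalled share of 97.4%, an overlap of overexpressed genes with CT26 of 591 and an overlap of the adenoma comparisons of 56. The floor on low signals gave 3452 genes between adenoma and small intestine, 129 between adenoma and adjacent tissue, 0 between adjacent tissue and small intestine and 1 between colon and small intestine. Added to this was an uncalled share of 95.8%, an overlap of overexpressed genes with CT26 of 502, an overlap of underexpressed genes with CT26 of 599 and an overlap of the adenoma comparisons of 68. An adjusted p of at most 0.05 gave 2352 genes between adenoma and adjacent tissue, 427 between adjacent tissue and small intestine, 143 between colon and small intestine and 2272 between adenoma and colon. There was further an uncalled share of 68.3% and an overlap of the adenoma comparisons of 997.

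A fit of all 5 groups with a shared spread gave 233 genes between adenoma and adjacent tissue, 152 between adjacent tissue and small intestine, 941 between colon and small intestine and 1684 between adenoma and colon. It also gave an intermediate share of 90.9%, an uncalled share of 92% and an overlap of the adenoma comparisons of 183. The fit with the remaining arrays as a further class gave 367 genes between adenoma and small intestine, 31 between adenoma and adjacent tissue, 0 between adjacent tissue and small intestine, 6 between colon and small intestine and 144 between adenoma and colon. With it came an intermediate share of 84.2%, an uncalled share of 85.6%, an overlap of overexpressed genes with CT26 of 3, an overlap of underexpressed genes with CT26 of 4 and an overlap of the adenoma comparisons of 30. The fit with a further class on the authors' values gave 582 genes between adenoma and small intestine, 91 between adenoma and adjacent tissue, 0 between adjacent tissue and small intestine, 30 between colon and small intestine and 205 between adenoma and colon. Alongside, there was an intermediate share of 90.8%, an uncalled share of 75.8%, an overlap of overexpressed genes with CT26 of 6, an overlap of underexpressed genes with CT26 of 7 and an overlap of the adenoma comparisons of 89. The fit of all 5 groups on the authors' values gave 3301 genes between adenoma and small intestine, 365 between adenoma and adjacent tissue, 168 between adjacent tissue and small intestine, 844 between colon and small intestine and 1461 between adenoma and colon. Here there was an intermediate share of 93.3%, an uncalled share of 87.1% and an overlap of the adenoma comparisons of 246.

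Slide as a block gave 178 genes between adenoma and adjacent tissue, 0 between adjacent tissue and small intestine, 0 between colon and small intestine and 75 between adenoma and colon. Added to this was an uncalled share of 94.5% and an overlap of the adenoma comparisons of 129. The limma fits that gave 0 genes had 7211 probes between adjacent tissue and small intestine and 5029 between colon and small intestine at an unadjusted p under 0.05. Without slide in the model, the floor and the fits with a further class on scanner and authors' values gave 8858, 1925 and 2137 such probes between adjacent tissue and small intestine.

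Groups share replicate numbers, so the number was tried as a block. The replicate block gave 76 genes between adenoma and adjacent tissue, 0 between adjacent tissue and small intestine, 0 between colon and small intestine and 58 between adenoma and colon. There was further an uncalled share of 97.3%, of the 2454 genes overexpressed against small intestine with the same block, and an overlap of the adenoma comparisons of 66. Between adjacent tissue and small intestine 7313 probes, and between colon and small intestine 7060, had an unadjusted p under 0.05 in this limma fit. The deviations of arrays with the same number had correlations from -0.322 to 0.291 over the pairs, and in no comparison with 3 pairs were all above 0.1. Outside the comparison of adenomas with adjacent tissue the samples share only a number, and the block is an arbitrary one. The adenoma and adjacent pieces come from 1 mouse, and Table A in S1 File lists them as Adjacent 4.2 and 4.3 and Adenoma 4.2, 4.3 and 4.4. In the order of the arrays these numbers give the pairing of the replicate block, though the table does not say which array holds which piece. A pairing of these pieces by the numbers in their sample titles was added after seeing the data. That pairing gave 0 genes between adenoma and adjacent tissue. It also gave an uncalled share of 100%, of the 2711 genes overexpressed against small intestine without a block, and an overlap of the adenoma comparisons of 0. In this limma fit 8178 probes had an unadjusted p under 0.05. Each block leaves few degrees of freedom, and calls lost under it do not show a weaker effect.

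The added alternative gave 532 genes between adenoma and small intestine, 70 between adenoma and adjacent tissue, 0 between adjacent tissue and small intestine, 29 between colon and small intestine, 5519 between CT26 and colon and 185 between adenoma and colon. With it came an intermediate share of 93.1%, an overlap of overexpressed genes with CT26 of 8, an overlap of underexpressed genes with CT26 of 7 and an overlap of the adenoma comparisons of 68. This alternative was chosen after seeing the data, and 1168 probes had an unadjusted p under 0.05 in its limma fit between adjacent tissue and small intestine.

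With each array left out in turn, the counts ranged from 3541 to 6466 between adenomas and small intestine, 0 to 1477 between adenomas and adjacent tissue, 0 to 1814 between colon and small intestine, 5949 to 10174 between CT26 and colon and 4 to 2970 between adenomas and colon, and stayed at 0 between adjacent tissue and small intestine (0 to 0). The highest counts of the comparisons with colon were those without colon replicate 3. The lowest of the adenoma comparisons were those without adenoma replicate 2. The intermediate share ranged from 81.7% to 89.5% and the uncalled share from 76.3% to 100%. The overlap with CT26 ranged from 528 to 1234 for overexpressed and from 772 to 1149 for underexpressed genes, and that of the adenoma comparisons from 0 to 615. Where adjacent tissue is left with 1 array, that array is assumed to vary like those of the other group.

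The test of Gene Ontology terms and its alternatives were not run, as the annotation was missing. Signal over background limits the genes that are dim in a group, for which fold changes are bounds. Colon replicate 3 had the lowest share of probes well above background. In simulated data the test recovered few of the changed probes between colon and small intestine and none between adjacent tissue and small intestine, so that the low counts there are not evidence that levels are equal.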

Differences from the paper's values

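Values of the paper are from its text, the index of S2 File or, where so marked, a figure read by eye. Alternatives are named as set before the data were examined, unless stated otherwise. The alternative chosen after seeing the values is, unless stated otherwise, the one on the authors' table with the remaining arrays kept without a term. Statements on the other alternatives cover those that kept all arrays, and the values with 1 array left out are given where they reach the paper's value. In each comparison, an alternative reaches the paper's value where the larger of the values is at most 1.5 times the smaller.

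In adenomas against small intestine, 2711 genes were overexpressed, and the paper's value is 326 in its text and 315 in S2 File. For underexpressed genes the values were 2671 here and the paper's 224. The fit with the remaining arrays as a further class, run on the authors' values, reached all of these paper values (368 overexpressed and 214 underexpressed), and on the scanner signals it reached the underexpressed count alone (158). The other alternatives set beforehand reached none of them. The alternative chosen after seeing the values, 1 of 4 ways of fitting the authors' values that were compared with the t-statistics of S2 File, gave 346 and 186, within the range. With any 1 array left out, none of these paper values was reached.

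In adenomas against adjacent tissue, 591 genes were overexpressed, where the paper's value is 62 in its text and 59 in S2 File. The alternatives within 1.5 times of both were probes well above background on at least 1 array (61), no filter on dim probes (60), the replicate block (67) and the floor (81). The further class on the authors' values (89) reached the value in the text and not that of S2 File. The other alternatives set beforehand that kept all arrays reached neither. For underexpressed genes the values were 398 here and the paper's 2. No filter on dim probes and the further class on the authors' values gave 2 each. No other alternative set beforehand that kept all arrays came within 1.5 times. The alternative chosen after seeing the values gave 68 and 2. With adenoma replicate 1 left out the counts were 57 and 2, within the range for both, and with adenoma replicate 3 left out 2 genes were underexpressed. Pairing the pieces by the numbers in their sample titles, also tried after the values were seen, gave 0 genes in the limma fit, with 8178 probes at an unadjusted p under 0.05. The overlap of the genes overexpressed in both adenoma comparisons was 526 here and about 62 in Fig 6B, read by eye. It came within 1.5 times with probes well above background on at least 1 array (56), no filter on dim probes (56), the replicate block (66), the floor (68) and the further class on the authors' values (89), and with the alternative chosen after seeing the values (68), but under no other that kept all arrays. Without adenoma replicate 1 it was 52.

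Between colon and small intestine, 2 genes were differentially expressed here, and the paper's value is 29. By direction, 1 was overexpressed in colon against the paper's 18 in S2 File, and 1 was underexpressed against the paper's 11. The alternative that reached these values was the further class on the authors' values (30, of which 14 and 16), and no other did. The alternative chosen after seeing the values gave 29, with 18 and 11. Leaving out any 1 array did not bring the counts within the range. Between adjacent tissue and small intestine, 2 genes were differentially expressed here and about 0 in Fig 6A, read by eye. The further class on either set of values, the slide block, the replicate block and the floor gave 0, as did the alternative chosen after seeing the values, and the other alternatives set beforehand that kept all arrays did not. With any 1 array left out the limma fit also gave 0, with 4266 to 10203 probes at an unadjusted p under 0.05.

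In CT26 against colon, 5218 genes were overexpressed, where the paper's value in S2 File is 2974. The alternatives within 1.5 times were the authors' values (3964), probes well above background on at least 1 array (4178), no filter on dim probes (3566), the further class (3991) and all 5 groups (4458) on the authors' values, the slide block (3573), the replicate block (3665) and the floor (4111). The other alternatives set beforehand that kept all arrays were not within 1.5 times. The alternative chosen after seeing the values gave 2861. Leaving out 1 array also came within 1.5 times for colon replicate 1 (3428), colon replicate 2 (3614), CT26 replicate 1 (3881), CT26 replicate 2 (3233) and CT26 replicate 3 (2932). The underexpressed genes, 3712 here and 2754 in the paper, were within 1.5 times.

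In adenomas against colon, 508 genes were overexpressed against the paper's 139, and 369 were underexpressed against the paper's 32. For overexpressed genes, no filter on dim probes (199) and the further class on the scanner signals (115) and on the authors' values (171) came within 1.5 times, and for underexpressed genes the further class on either (29 and 34). The other alternatives set beforehand that kept all arrays did not, and the alternative chosen after seeing the values gave 149 and 36. Without colon replicate 1 the counts were 130 and 24, within 1.5 times for both.

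Genes overexpressed both in adenomas against small intestine and in CT26 against colon numbered 1039 here and about 0 in Fig 6B, read by eye. Genes underexpressed in both numbered 1033 here and about 2 in Fig 6B. No alternative, including the one chosen after seeing the values and each with 1 array left out, came within 1.5 times. The nearest were the further class on the scanner signals (3 and 4) and on the authors' values (6 and 7), and the one chosen after seeing the values (8 and 7).

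The paper lists *Gpx6* and *Gpx5* as underexpressed in adenomas against adjacent tissue. Neither was called here, with adjusted p of 0.0175 and 0.0109. *Gpx6* was called after normexp correction (0.00722), at an adjusted p of 0.05, and on the authors' values with the further class (0.00112) or all 5 groups (0.000674). *Gpx5* was called in these and on the authors' values alone (0.00951) and with an intensity trend (0.00528), and the alternative chosen after seeing the values called both (0.000797 and 0.000806). Table B in S2 File, of underexpressed genes, contains 24 probes whose own log2 fold change in that table is positive, and the fit here gave 213 of its 237 probes as lower in adenomas. Of the genes of Table E in S2 File 1 of 18, and of Table F 0 of 11, passed both thresholds here, against 18 and 9 with the alternative chosen after seeing the values.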

Other observations

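The test on CT26 arrays within the spread was set before its result was seen, and the omission of single arrays, the fits of all 5 groups and with a further class and the marker lists other than that of gastric glands were set before the data were examined. The other tests of this part, and the use of these settings and lists to weigh an explanation, were chosen only after the result was seen.

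Splitting the 6 arrays of a comparison into 3 and 3 in all 10 ways, the real split alone gave as many genes as reported, between adenomas and small intestine (5382), colon and small intestine (2), CT26 and colon (8930) and adenomas and colon (877). That is 1 split of 10 in each case, and a count of splits this small cannot by itself exclude chance.

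The t-statistics of adenomas in Tables A, B and C in S2 File were smaller than those of a fit on the authors' values with the arrays of the 2 groups alone, with median ratios of 1.79, 1.49 and 1.41. In Tables D, E, F and G the ratios were 0.823, 1.03, 0.927 and 1.09, and over all 785 probes the median was 1.47. The authors' normalization by itself is argued against by that value, since the same values went into both. A spread taken over all 5 groups gave a ratio of 1.263. A spread that includes the remaining arrays, kept without a term of their own, gave 1.012 (0.997 to 1.05 for the central 90% of 736 probes), and a candidate explanation of the statistics of S2 File is such a spread. A fit with the remaining arrays as a further class, which was set before the data were examined, gave 1.021 over 785 probes. Its median is close to that of the spread without a term, and its range for the central 90%, 0.977 to 1.17, is wider. The spread without a term was found from the values it explains, and the paper's methods name a Limma analysis of 2 classes, which by its wording speaks for the arrays of the 2 groups alone. Whether other arrays entered it is not stated.

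With that spread, 8 genes were overexpressed both in adenomas and in CT26, where 64.2 would be found by chance. If the CT26 arrays within the spread of the adenoma comparison were the reason, leaving them out would bring the overlap back, and 416 genes were then shared, where chance gives 266. The small overlap may therefore come from genes that are high in CT26 having a large spread in that fit.

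Colon replicate 3 had small intestine genes at the level of the small intestine arrays. The median of the small intestine enterocyte list on this array was 6.02. A mislabelled sample would give such a value, but it is the value that raised the question and so no test of it, and such an error stays open. A swap with a small intestine array is argued against, since the highest median of the colonocyte list on these was -1.69, against 5.52 and 5.54 on the other colon arrays. A mixed sample of colon and small intestine is argued against by the share of colon RNA its genes would need, which was -0.0128% for *Car1* and ranged from -19.6% for *Slc26a3* to 423% for *Saa1*. Low array signal is argued against as the whole cause, since the lowest correlation with a small intestine array, 0.9506, lies above the highest with another colon array, 0.9383. *Fabp6* and *Slc10a2*, picked after their values were seen, were at 11.3 and 7.13 on this array and at 10.2 and 5.8 on small intestine replicate 1, against at most 2.07 and 3.1 on the other colon arrays. They were at most 1.84 and -1.7 on the other small intestine arrays, so these genes do not separate small intestine from colon. *Fabp6* also differed between the adjacent arrays, at 8.33 and -0.604. The part of the intestine that was sampled stays open as a biological explanation and was not tested.

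Probes steady on all other tissue arrays and absent on colon replicate 3 alone numbered 15, in 14 genes, against 0 to 2 on any other tissue array. The 2 such probes of colon replicate 1 were also absent on all CT26 arrays, and the 1 of small intestine replicate 3 was not. Of the 15 on colon replicate 3, 46.7% were also absent on all CT26 arrays. Among the 12591 steady probes taken as background, 357 (2.84%) were so (Fisher's exact test, two-sided, p = 8.33e-08, odds ratio 29.9). A strain or donor variant would give such an excess, because CT26 comes from another strain of mouse, and the values suggest that the RNA of this array differed in sequence from that of the other mice. *Defa-rs4* was at 10.9 on this array and well above background on no other, and *Defa21* was high on the small intestine arrays and not well above background here. The paper states that all mice were in a C57BL/6J background.

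The few genes called between colon and small intestine go back to this array, since 1814 were called without it. The count is then that of 2 colon arrays against 3, and those arrays could differ from small intestine in mouse as well as in tissue.

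Adjacent tissue lay between small intestine and adenomas. If adenoma cells in the adjacent pieces were the whole reason, all genes would need the same share of adenoma RNA. The median share was 37.6% (quartiles 24.9% and 53.3%) for 1016 genes with a log2 fold change of 1.2 to 2. It was 30.6% (18.7% and 47.5%) for 604 genes of 2 to 4 and 14.1% (6.83% and 26%) for 89 genes of 4 or more. The quartile ranges overlap, and these genes are not all of the 2711 overexpressed in adenomas. For the genes covered, the fall of the median argues against a mixture as the whole cause, although a smaller admixture could be present. A difference between mice stays open and cannot be told apart from the tissue, as the adenoma and adjacent arrays come from 1 mouse and the small intestine arrays from others. Wnt targets were higher in adjacent tissue than in small intestine for 13 of 15 genes, with a median log2 fold change of 0.964 (percentile 100 of the random lists), and in adenomas the median was 2.19 for 15 of 15.

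Table E in S2 File contains genes of lymphoid cells, such as *Ms4a1* and *Cr2*. The B cell list, 2 of whose 9 genes are those, was higher in colon than in small intestine for 9 of 9 genes, with a median log2 fold change of 3.55, although 3 of the 9 were well above background on every array of both groups. Its median signal was -1.53, -0.54 and 1.27 on the colon arrays. RNA from B cells in the colon pieces is a candidate explanation for these genes. *Ms4a1* and *Cr2* were at 3.02 and 3.06 on colon replicate 3.

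Genes of myeloid cells were higher in adenomas than in small intestine for 7 of 8, with a median log2 fold change of 3.88, but 2 of the 8 were well above background on every array of both groups. The size depended on the processing, and on the authors' values the median was 1.42, again with 7 of 8 higher. *S100a8* was at -0.505 or less and *S100a9* at 1.93 or less on the adenoma arrays. RNA from neutrophils and monocytes and expression by other cells of the adenoma cannot be told apart, since most of the list is dim.

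Gastric genes such as *Gkn3*, *Tff1* and *Muc6* were among the most overexpressed in adenomas. If stomach tissue in the adenoma pieces were the source, its abundant gland genes would lie near the level of these. The highest mean signal in adenomas among *Atp4a*, *Atp4b*, *Gif* and *Pgc* was -1.87, that of *Pgc*, while *Gkn3* was at 7.89 to 8.85, *Tff1* at 5.69 to 6.22 and *Muc6* at 2.82 to 3.15 on the adenoma arrays. These are signals of different probes, and no array of stomach gives the level to be expected of each. On small intestine replicate 3, *Gkn3*, *Tff1* and *Muc6* were at 2.52, -0.621 and -3.5. They were at most -0.425, -6.21 and -6.16 on the other small intestine arrays, so their fold changes depend on the small intestine array. *Gkn3* was at 2.25 and 3.88 in adjacent tissue. Of 9 gastric gland genes 6 were well above background on every adenoma array, while *Chia1* was so on 0, *Pga5* on 1 and *Atp4b* on 2. Fitted log2 fold changes against small intestine had a median of 1.92 over the 9 genes. The largest were 6.95 for *Gkn2*, 5.67 for *Slc26a9*, 3.76 for *Gif* and 3.51 for *Atp4a*. Each of these was well above background on at most 1 of 3 small intestine arrays. The others were 1.92 for *Gkn1*, 1.78 for *Pgc*, 0.904 for *Atp4b*, -0.622 for *Pga5* and -1.7 for *Chia1*. Stomach tissue and expression of gastric genes by the adenomas therefore cannot be told apart.

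Further lists are given without an explanation, as median log2 fold changes between adenomas and small intestine. Small intestine enterocyte genes were at -2.32 (10 of 10 lower) and epithelial genes at -1.11 (7 of 8 lower). Colonocyte genes were at -0.529 (6 of 10 lower) and B cell genes at -0.254 (6 of 9 lower). Of the B cell genes 2 were well above background on every array of both groups. Goblet cell genes were at -0.848 (5 of 8 lower), Paneth cell genes at -1.22 (4 of 7 lower) and smooth muscle genes at -1.41 (10 of 10 lower). Adipocyte genes were at -2.52 (4 of 8 well above background on every array of both groups) and pancreatic acinar genes at 0.771 (2 of 8). Single arrays stood apart in these dim lists. The adipocyte median signal was 0.161, 2.15 and -3.79 on the small intestine arrays, against -3.34 to -2.64 on the adenoma arrays. The pancreatic acinar median was -2.96, -4.04 and -6.08 on the adenoma arrays, against -5.93 to -5.06 in small intestine.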
